# Identification, expression, and purification of DNA cytosine 5-methyltransferases with short recognition sequences

**DOI:** 10.1186/s12896-022-00765-3

**Published:** 2022-11-04

**Authors:** Fumihito Miura, Miki Miura, Yukiko Shibata, Yoshikazu Furuta, Keisuke Miyamura, Yuki Ino, Asmaa M. A. Bayoumi, Utako Oba, Takashi Ito

**Keywords:** DNA methyltransferase, Recognition sequence, Methylome sequencing

## Abstract

**Background:**

DNA methyltransferases (MTases) are enzymes that induce methylation, one of the representative epigenetic modifications of DNA, and are also useful tools for analyzing epigenomes. However, regarding DNA cytosine 5-methylation, MTases identified so far have drawbacks in that their recognition sequences overlap with those for intrinsic DNA methylation in mammalian cells and/or that the recognition sequence is too long for fine epigenetic mapping. To identify MTases with short recognition sequences that never overlap with the CG dinucleotide, we systematically investigated the 25 candidate enzymes identified using a database search, which showed high similarity to known cytosine 5-MTases recognizing short sequences.

**Results:**

We identified MTases with six new recognition sequences, including TCTG, CC, CNG, TCG, GCY, and GGCA. Because the recognition sequence never overlapped with the CG dinucleotide, MTases recognizing the CC dinucleotide were promising.

**Conclusions:**

In the current study, we established a procedure for producing active CC-methylating MTases and applied it to nucleosome occupancy and methylome sequencing to prove the usefulness of the enzyme for fine epigenetic mapping. MTases that never overlap with CG dinucleotides would allow us to profile multiple epigenomes simultaneously.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12896-022-00765-3.

## Background

DNA methylation at position 5 of cytosine (5mC) is widely observed in the genomic DNA of living organisms and is one of the major epigenetic modifications. Classically, in mammalian cells, increased 5mC level was thought to lead to gene silencing, whereas the levels of gene body methylation positively correlate with the expression levels of genes [1–4]. Accordingly, the distribution patterns of 5mC are cell type-specific, and the genome-wide distribution of 5mC or methylome has always attracted much attention.

The deposition of 5mC in mammalian cells depends on three DNA methyltransferases: DNMT1, DNMT3A, and DNMT3B [2, 5, 6]. DNMT1 is a maintenance DNA methyltransferase that introduces methylation into hemimethylated CG dinucleotides. In contrast, DNMT3A and DNMT3B are de novo methyltransferases that introduce DNA methylation into non-methylated CG sites. Although some exceptions are known for pluripotent stem cells, oocytes, neurons, and glial cells, DNA methylation on non-CG sites rarely occurs in normal somatic tissues [7, 8]. Therefore, it is commonly accepted that 5mC is applied almost exclusively to CG dinucleotides, and the cytosines in contexts other than CG dinucleotides are unmethylated in most mammalian cells.

The deposition of 5mC is closely related to other epigenetic modifications. For example, 5mC is depleted on the promoters of actively transcribed genes, and trimethylation of lysine 4 of histone H3 (H3K4me3) is enriched [9]. Another example is the di- and tri-methylation of histone H3 lysine 36 (H3K36me2 and H3K36me3), which are positively related to transcriptional activity. H3K36me2 and H3K36me3 are enriched in gene bodies and recruit DNMT3A/B to introduce 5mC. Therefore, these modifications support gene body methylation [10, 11]. Because many epigenetic modifications are mutually related, simultaneous detection of DNA methylation with other epigenetic markers on the same DNA molecule would be useful. Establishing such a measurement would help adapt epigenetic analysis to more complex biological phenomena. However, most current methods for detecting epigenomes are unsuitable for simultaneous detection.

For example, chromatin immunoprecipitation followed by sequencing (ChIP-Seq) [12, 13] is the most commonly used technique for detecting epigenomes. In ChIP-Seq, the chromatin is first fragmented, the target epigenome on the fragmented chromatin is then immunoprecipitated, and DNA bound to the epigenome is sequenced. Because ChIP-Seq is based on chromatin fragmentation, the proximally located epigenomes on different nucleosomes should be separated in this first fragmentation step. Therefore, measuring the relationships among epigenetic modifications on a single DNA molecule is not practical with ChIP-Seq. Accordingly, fragmentation-based procedures are not suitable for measuring multiple epigenetic modifications simultaneously on a single DNA molecule.

There are some fragmentation-free procedures for epigenomic detection. For example, DNA methyltransferase (MTase) can be used as a probe to measure chromatin accessibility. Nucleosome occupancy and methylome sequencing (NOMe-Seq) is one of the first methods to measure chromatin accessibility with an MTase [14], and it has recently been combined with a nanopore sequencer [15]. The same principle was recently applied to Fiber-seq [16], a combination of non-specific adenine N-6 MTase M.EcoGII and a nanopore sequencer. Although chromatin accessibility requires the measurement of DNA–protein interactions of unspecified proteins, interactions between DNA and specific proteins can also be detected with MTase. A representative technology is DamID [17]. In DamID, dam methyltransferase fused with a protein of interest is expressed in target cells, and specific interactions of the fused protein with DNA can be measured by detecting DNA methylation introduced at the N-6 position of adenosine. Although methylation signals were detected using a methylation-sensitive restriction enzyme in the original DamID report [17], this is not an absolute requirement for detecting DNA methylation signals. Indeed, DNA methylation introduced with DamID was detected using single-molecule sequencers. Therefore, MTases enable fragmentation-free and simultaneous detection of multiple epigenomes on a single DNA molecule.

For epigenetic analysis based on MTases, the resolution is primarily determined by the frequency of the recognized sequences in the genome, and the length of the recognized sequence determines the frequency of sequences. As one of the most basic epigenome units, nucleosomes, are wrapped with approximately 150 base pairs (bp) of genomic DNA, the resolution required for epigenome mapping should be higher than 150 bp. Therefore, the recognition sequence must be 3 bp (64-bp resolution) or less to achieve sufficient resolution for epigenetic measurement. Many MTases have been identified from bacterial and viral sources, and the use of non-specific adenine N6 methyltransferases, such as M. EcoGII, can help achieve fine mapping of chromatin accessibility [16]. However, the technologies that use adenine N6-methylation (m6A) cannot be combined with PCR amplification because DNA replication causes the loss of methylation marks. Both sequencers from Oxford Nanopore Technologies and Pacific Biosciences for m6A detection require microgram quantities of DNA, whereas DNA recovered from target samples for epigenetic analysis is usually limited to less than a few tens of nanograms. Therefore, epigenetic mapping technologies using 5mC have a practical advantage of being combined with bisulfite sequencing or its enzymatic alternative to enable PCR amplification of the sequencing library. Accordingly, we focused on DNA cytosine C-5 MTases. However, the available MTases that can be used as probes for fine epigenome mapping are limited to only three in REBASE [18, 19]: M. SssI (CG), M. CviPI (GC), and M. CviPII (CCD) (the target cytosines are underlined). In addition, because of the intrinsic DNA methylation of the CG dinucleotide in mammalian cells, sequences fully (M.SssI) or partially (M.CviPI) overlapping with CG dinucleotides are problematic. Therefore, we launched a project to identify cytosine C-5 MTases with short recognition sequences that never overlap with CG dinucleotides.

The current study presents a systematic strategy for identifying cytosine C-5 MTases with short recognition sequences. This strategy enabled us to identify the MTases of six novel recognition sequences. In addition, of the identified MTases, we focused on the CC-recognizing MTase because the non-overlapping specificity with CG dinucleotide is beneficial for epigenome mapping of mammalian cells. Further, we used the CC-recognizing MTase as a probe for NOMe-Seq to show its great potential for use for fine epigenetic mapping.

## Results

### Identification of cytosine C-5 MTases structurally homologous to M.CviPI and M.CviQIX

We identified two MTases that recognize C-5 cytosine, rather than the CG dinucleotide, in short sequences using REBASE [18, 19] (Fig. 1A). The first, M.CviPI (REBASE: 3772, GenBank: AAC64006.1) [20], which could recognize GC dinucleotides, has been commercialized by NEB. The other was M.CviQIX (REBASE: 3175) [21], annotated to methylate the first C of CCD trinucleotide (D is a degenerated expression of A, G, or C).

**Fig. 1:**
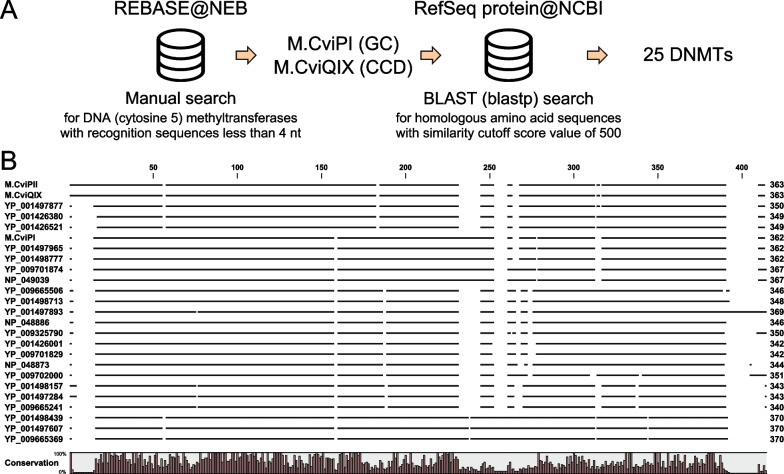
Strategy to identify the MTase genes recognizing short sequence motifs **A** Scheme used to search the candidate MTases in the databases. **B** Multiple alignments of the 25 genes. Homologous regions are expressed with thick bars. The same alignment with the single amino acid resolution is provided in Additional file 1: Fig. S2

M.CviPI and M.CviPII resembled each other [22] but were identified to recognize different short sequences GC and CCD, respectively. Thus, we hypothesized that amino acid sequences structurally homologous to both M. CviPI and M. CviPII (and M. CviQIX) with a similar degree of difference between the proteins might recognize different short sequences. The BLASTP searches [23] using M.CviPI and M.CviPII as queries on non-redundant protein sequences (nr) [24] on the NCBI website identified hundreds of high-scoring hits for both. M.CviPI was identified as a homolog of M.CviPII with a score of 844 and vice versa. Thus, we roughly set the similarity cutoff score as 500. Using these criteria, 25 amino acid sequences homologous to the entire structure of the queries were identified (Fig. 1B and Additional file 1: Fig. S1), and the results of two blastp searches shared all genes (not shown). These genes were structurally close, as expected from the procedure used for identification (Fig. 1B and Additional file 1: Fig. S1).

Several differences were observed in the multiple alignments of the amino acid sequences (Fig. 1B). For example, N-terminal amino acid extension was evident in the CCD-recognizing enzymes M.CviPII and M.CviQIX (Fig. 1B and Additional file 1: Fig. S1). Amino acids 217 to 229 of the GC-recognizing enzyme M.CviPI seemed to be insertions (Fig. 1B and Additional file 1: Fig. S1). Using a phylogenetic tree based on multiple sequence alignments, we recognized a good diversity of the 25 genes; M.CviPI and M.CviQIX were reasonably separated into different clades (see below).

### A dual-affinity strategy for the expression and purification of active MTases

Before expressing all 25 genes, we investigated *Escherichia coli* protein expression systems using M.CviPI as a model because the successful expression of M.CviPI was previously reported by another group [20]. At first, a commercially available cold-shock promoter system (pColdI) was used. Some growth defects were observed after subcloning M.CviPI into pColdI, even when we used the 5mC-tolerant bacterial strains NEB10β and T7Express that lacked *mcrA*, *mcrBC*, and *mrr*. The expression of recombinant M.CviPI in bacterial cells was good (Additional file 1: Fig. S2A), and the genomic DNA extracted from the cells was resistant to the methylation-sensitive restriction enzyme HaeIII, which recognized 5′-GGCC-3′, after the induction of gene expression (Additional file 1: Fig. S2B). The pColdI vector possesses an N-terminal-tagged His6 tag, so the recombinant protein could be purified via immobilized-metal affinity chromatography (IMAC). Because we wanted to combine M.CviPI with antibodies in future studies, fusion proteins of M.CviPI with the antibody-interacting domain of protein A, called ZZ [25], were also constructed. We found that M.CviPI fused with the ZZ domain showed higher expression levels in bacterial cells and higher purity after His6 tag-based purification, especially when ZZ was fused at the C-terminal of M.CviPI (Additional file 1: Fig. S2C), which could be partially explained by the protein solubilization effect of the ZZ domain [26]. Although MTase activity was strong enough with only His-tag-based affinity purification (Additional file 1: Fig. S2C), M.CviPI purified using only the IMAC column with Ni Sepharose resin (HisTrap HP column) contained non-negligible impurities (Additional file 1: Fig. S2D). To further purify the recombinant M.CviPI, we used a dual-affinity purification strategy via fusing the target protein with the Strep-II tag at its C-terminus (Fig. 2A). Additional affinity purification of M.CviPI with StrepTactin Sepharose (StrepTrap column) produced proteins with over 95% homogeneity (Fig. 2B) with strong DNA methylation activities (Fig. 2C). Therefore, we used the cold-shock promoter-based bacterial expression system with the N-terminal His6 tag, ZZ, and Strep-II tag at the C-terminus of the target protein in the following experiments (pCZS vector Additional file 1: Fig. S3A).

**Fig. 2:**
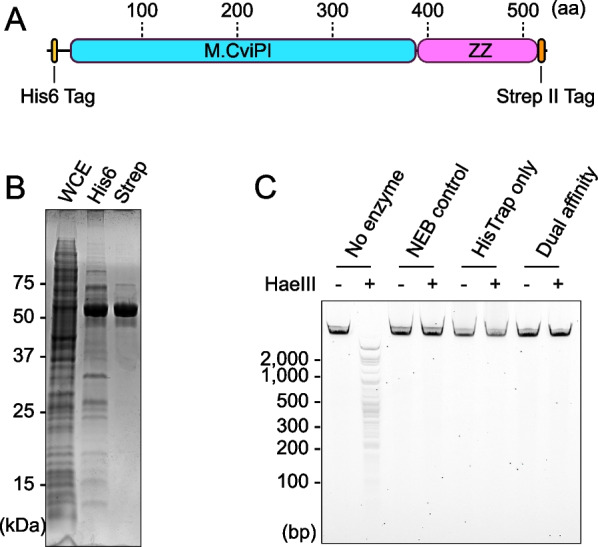
Dual-affinity purification strategy used to purify the candidate MTases. **A** Structure of the expressed protein. **B** M.CviPI proteins purified only via HisTrap purification and dual-affinity purification combined with HisTrap and StrepTrap purifications. **C** DNA methylation activities of purified M.CviPI were assayed using the methylation-sensitive restriction enzyme HaeIII. Unmethylated lambda DNA (Promega) was used as the substrate DNA. As a control, M.CviPI purchased from NEB was included

### N-terminal deletion enhances the MTase activity of M.CviQIX and M.CviPII

We also tried to produce an active M.CviQIX protein annotated to have MTase activity at the first C of the CCD trinucleotide. If the proteins expressed in the bacterial cells were active, the genomic DNA of the cells would become resistant to both HaeIII and HpaII digestion. Using methylation-sensitive restriction digestion assays, we screened suitable expression systems for M.CviQIX (Fig. 3A–C and Additional file 1: Fig. S4A and B). However, we could not detect strong DNA methylation activities in most bacterial cells with genes subcloned into several expression vectors (Fig. 3A–C). Strong MTase activity was observed in cells expressing M.CviQIX subcloned in the expression vectors pCTF and pCNS, which produced M.CviQIX fused with a trigger factor (TF) and a SUMO motif at the N-terminal, respectively (Fig. 3A). Therefore, we tried to purify the products of these N-terminal TF- and SUMO-tagged constructs. However, both proteins showed only weak MTase activity after affinity purification using the N-terminal His6 tag (not shown).

**Fig. 3:**
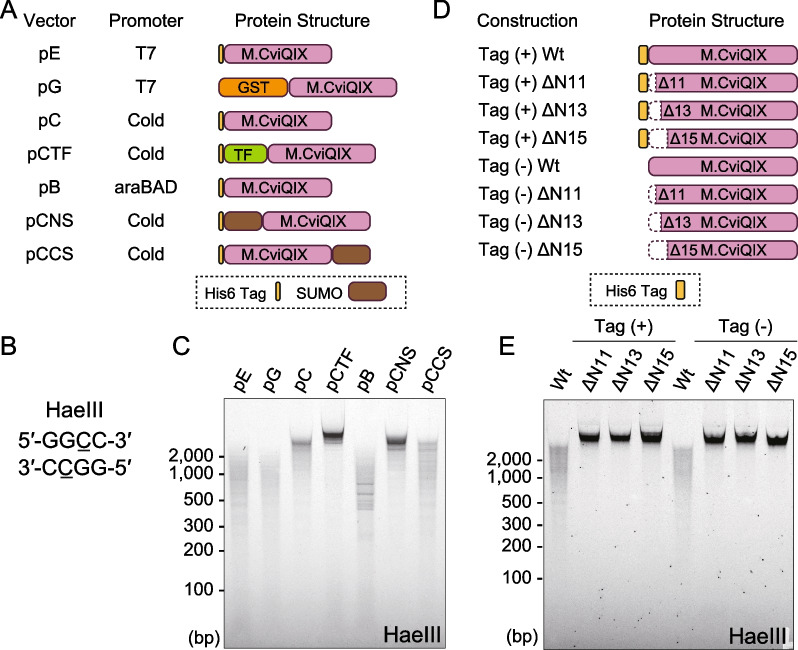
N-terminal extension of M.CviQIX has an inhibitory effect on DNA methylation. **A** Schemes showing recombinant protein structures of M.CviQIX. **B** Recognition sequence of the restriction enzyme HaeIII. The recognition sequence contains the CC dinucleotide. If the first C is 5-methylated, HaeIII cannot cut the substrate DNA. **C** Genomic DNA digestion with HaeIII. DNAs extracted from bacterial cells that express the M.CviQIX proteins shown in A were digested with HaeIII and analyzed on E-Gel Ex. **D** Schemes showing M.CviQIX proteins with or without N-terminal deletions and vector-derived sequences. Tag denotes the vector-derived sequence. **E** Genomic DNA digestion of bacterial cells using the constructions in D

Although SUMO is said to have a protein solubilization effects [27], genomic DNA extracted from the bacterial cells with SUMO-tagged M.CviQIX at the C-terminal showed less resistance to methylation-sensitive restriction enzymes than N-terminally tagged ones (Fig. 3C), which indicated that the N-terminal tagging of M.CviQIX contributed to the production of active M.CviQIX in the bacterial cells. Additionally, the lack of any MTase activity for the affinity purified N-terminally tagged proteins indicated that the complete N-terminal structure inhibited MTase activity. Furthermore, we observed exceptional amino acid extensions at the N-terminal of both M.CviQIX and M.CviPII (Fig. 1B). Therefore, we hypothesized that the N-terminal extensions might cause a low methylation activity of purified M.CviQIX and M.CviPII.

As expected, deletion of the M.CviQIX extension enhanced the methylation of the host genome (Fig. 3D and E and Additional file 1: Fig. S4C). Because there were three methionine residues in the N-terminal extension, we speculated that translation initiation might be achieved through one of these residues. Thus, we prepared three N-terminal deletion mutants of M.CviQIX that lacked 11, 13, or 15 amino acids and compared the methylation activities of these proteins (Fig. 3D). Genomic DNA extracted from all three deletion mutants showed similar levels of resistance to digestion with the methylation-sensitive restriction enzymes HaeIII and HpaII (Fig. 3E and Additional file 1: Fig. S4E). Therefore, any of these three methionine residues could be used as an initiation codon to produce an active M.CviQIX. Note that the N-terminal sequence derived from the expression vector would have a minimal effect on this conclusion because we observed the same result with the constructs possessing no amino acid sequences belonging to the expression vector used (see no tag constructs, Fig. 3D and E and Additional file 1: Fig. S4D and E). We confirmed the same conclusion with the N-terminal deletion mutants of M.CviPII (Additional file 1: Fig. S4F and G). Therefore, the N-terminal amino acid sequences of M.CviQIX and M.CviPII had an inhibitory effect on DNA methylation activity.

### Whole-genome bisulfite sequencing (WGBS)-based determination of the MTase recognition sequences

Next, we synthesized 22 additional MTase genes and aimed to subclone all 25 genes into the expression vector pCZS (Additional file 1: Fig. S3A). We used the 15 amino acid deletion (NDel15) mutants of M.CviQIX and M.CviPII. Fifteen out of the 25 MTase genes were successfully subcloned into pCZS (Additional file 2: Table S1). In contrast, 10 genes could not be subcloned into the pCZS vector. In addition, we observed that some genes caused severe growth defects after transformation, suggesting leaky expression of the cold-shock promoter of pCZS under uninduced conditions. Therefore, to enhance the subcloning efficiency, we replaced the cold-shock promoter of pCZS with that of the araBAD system to obtain pBZS (Additional file 1: Fig. S3B) and successfully subcloned all MTase genes into pBZS (Additional file 2: Table S1).

We induced the expression of these MTases in *E. coli* cells, extracted the bacterial genomic DNA, and performed WGBS using our recent post-bisulfite adapter tagging (PBAT) protocol, tPBAT [28, 29] (Fig. 4A). Methylation levels were determined for each cytosine residue. The enrichment of specific nucleobases surrounding the methylated Cs was evaluated by calculating the position weight matrix weighted with methylation levels (PWM-M) and methylation logo (M-logo). For example, as shown in Fig. 4B, PWM-M and M-logo for M.CviPI indicated strongly enriched G at the -1 position of C, which indicated that M.CviPI recognized the GC dinucleotide. Using the same strategy, we successfully defined the recognition sequences for 24 out of the 25 MTases (Fig. 4C, Table 1, Additional file 2: Table S1, and Additional file 1: Fig. S5). Excluding overlaps, these recognition sequences comprised eight unique sequences (TCTG, CG, CC, CNG, TCG, GCY, GC, and GGCA; the methylated cytosines are underlined). Of these, six (TCTG, CC, CNG, TCG, GCY, and GGCA) were novel recognition sequences of MTases (Table 1).

**Fig. 4:**
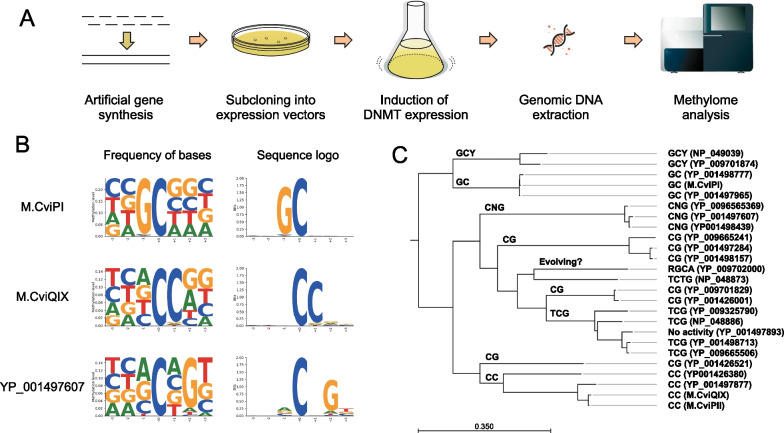
Experimental strategy to define the recognition sequences of the candidate MTase. **A** Scheme used. **B** Examples of identified sequence motifs. **C** Phylogenetic tree was drawn based on the amino acid sequence similarities. The determined recognition sequences were arranged according to the gene name. The common recognition sequence of each clade is annotated at the top of the clade

**Table 1:** Summary of the analysis of candidate DNMTs

Entry	Gene	Recognition Sequence	pCZS		pBZS	
			Methylation motif	In vitro activity	Methylation motif	In vitro activity
1	M.CviPI	GC	GC	+	GC	+
2	M.CviPII (NDel15)	CC	CC	+	CC	−
3	M.CviQIX (NDel15)	CC	CC	+	CC	+
4	NP_048873	TCTG	TCTG	+	–	−
5	NP_048886	TCG	TCG	−	–	−
6	NP_049039	GCY	GCY	−	–	−
7	YP_001426001	CG	CG	+	CG	+
8	YP_001426380	CC	CC	−	–	−
9	YP_001426521	CG	CG	+	–	−
10	YP_001497284	CG	–	−	CG	−
11	YP_001497607	CNG	–	−	CNG	+
12	YP_001497877	CC	–	−	CC	−
13	YP_001497893	–	–	−	–	−
14	YP_001497965	GC	–	−	GC	+
15	YP_001498157	CG	–	−	CG	−
16	YP_001498439	CNG	–	−	CNG	+
17	YP_001498713	TCG	TCG	−	–	−
18	YP_001498777	GC	–	−	GC	−
19	YP_009325790	TCG	TCG	+	–	−
20	YP_009665241	CG	–	−	CG	−
21	YP_009665369	CNG	–	−	CNG	+
22	YP_009665506	TCG	TCG	−	–	−
23	YP_009701829	CG	–	−	CG	+
24	YP_009701874	GCY	GCY	+	GCY	−
25	YP_009702000	RGCA	–	−	RGCA	+

### Purification of MTases in vitro

Next, we attempted to purify the MTases. After cultivating bacterial cells and inducing protein expression, the target MTases were purified using the dual-affinity strategy employing His- and Strep-II-tag (Fig. 2). All purifications were performed under the same conditions to systematically evaluate the feasibility of active MTase purification, and the condition used was the one we empirically established to purify the active M.CviPI. Proteins were stored in the presence of 100 µg/mL bovine serum albumin (BSA), 10 mM DTT, and 50% glycerol to preserve enzymatic activity during storage at − 20 °C.

Most purified proteins appeared highly homogenous upon SDS-PAGE, as shown in Additional file 1: Fig. S6A. However, it was difficult to obtain sufficient yields of several proteins. We found that some of these MTases showed strong methylation activities when assayed with methylation-sensitive restriction enzymes and/or WGBS using lambda phage DNA as a substrate (Additional file 2: Table S1 and Additional file 1: Fig. S6B). As a result, 16 active MTases out of 19 were purified (Additional file 2: Table S1). Some of these proteins lost their activity during purification and storage. We also observed batch-to-batch differences in the activities and purities of these proteins. Therefore, to use these MTases in experiments, further optimization was required for their expression, purification, and storage.

### NOMe-Seq with a CC-recognizing MTase produces similar methylation patterns as GCMT

Of the six newly identified recognition sequences (TCTG, CC, CNG, TCG, GCY, and GGCA), the CC dinucleotide was promising because the short recognition sequence enabled fine epigenome mapping at approximately 10-bp resolution. Therefore, we aimed to establish an MTase that recognizes CC dinucleotide as a probe for epigenome mapping. We purified the four CC-methylating MTases, M.CviPII, M.CviQIX, YP_001426380, and YP_001497877 (Table 1 and Additional file 2: Table S1), and found that the N-terminal deletion mutant of M.CviQIX expressed under the control of the cold-shock promoter showed the highest yield and activity (not shown). The purified mutant M.CviQIX is hereafter referred to as CCMT. We investigated the salt concentration in the CCMT reaction and found that 50 mM sodium chloride was the best condition for stringent DNA methylation (Additional file 1: Fig. S7). Notably, M.CviQIX recognizes CC and CCD [21] and REBASE [18, 19], respectively. Although CCMT recognized every trinucleotide (CCA, CCC, CCG, and CCT) and introduced a methyl moiety into the first C of all (Additional file 1: Fig. S5), we observed slightly weak methylation of CCC trinucleotides in some reaction conditions (Additional file 1: Fig. S7), which might cause a discrepancy between the results reported in the literature and databases.

Next, we used CCMT for NOMe-Seq of formaldehyde-crosslinked budding yeast (*S. cerevisiae*) nuclei. 

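NOMe-Seq treats nuclei with a DNA methyltransferase, which methylates its target cytosines where the DNA is accessible, and the methylation is then read by bisulfite sequencing. Spheroplasts of *S. cerevisiae* strain S288C were fixed with formaldehyde, permeabilized, and incubated for 60 min with CCMT, the N-terminal deletion mutant of M.CviQIX that methylates the first C of CC, or with GCMT, M.CviPI, which methylates the C of GC. The GEO labels give 1% formaldehyde, whereas the volume stated in the methods amounts to a lower concentration. The labels and the methods also differ in the concentration of the detergent used for permeabilization. There was 1 library per enzyme, so no replicate error can be given for any value, and the intervals given with the values cover either the counting of reads or the variation between genes. The authors mapped the reads to sacCer3 with BMap, summarized them with their own pipelines, and deposited for each library the read count and the methylation level of single cytosines, the level as the fraction of reads that were methylated. Only cytosines with at least 5 reads were listed. Their positions were matched to the R64 reference genome, in which every cytosine listed for CCMT was the first C of CC and every cytosine listed for GCMT was the C of GC. The 16 nuclear chromosomes hold 939973 CC cytosines, 1 per 12.8 bp over both strands, and 905134 GC cytosines, 1 per 13.3 bp. Of these, 95.8% were listed for CCMT and 92.7% for GCMT. The libraries differed in depth. The listed nuclear cytosines had a median coverage of 31 reads and a mean of 31.6 with CCMT, against a median of 13 and a mean of 13.1 with GCMT, and 94.7% of the CC cytosines but 70.3% of the GC cytosines had at least 10 reads. At these depths a level of 0 was listed for 12.7% of the CC cytosines and 38.8% of the GC cytosines. Table S2 of the paper gives the coverage over all cytosines of the genome, and its reported values are 26.6 for the CCMT library and 12.4 for the GCMT library. That table lists the CCMT-treated nuclei under another GEO sample than the CCMT library analysed here, whereas the GCMT library is the same, so it is not settled whether the CCMT values here and those of Fig. 5 come from 1 library. From the deposited values, the mean level of cytosines was taken over bins, over positions relative to initiation codons, and over sequence motifs, on the nuclear chromosomes. The level averaged over cytosines was 9.71% with CCMT and 10.1% with GCMT, with a range over the 16 chromosomes of 9.42% to 10.1% and 9.60% to 10.6%. Pooling the reads of all nuclear cytosines gave 9.53% with CCMT (95% exact binomial interval, 9.52% to 9.54%) and 10.4% with GCMT. These intervals cover counting error only.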

Formalin-fixed yeast spheroplasts were permeabilized with an NP-40-containing buffer and treated with CCMT. Genomic DNA was recovered using our recently developed procedure for formalin-fixed samples (Oba U et al., unpublished). Finally, the purified DNA was used for WGBS based on the tPBAT protocol [28]. Because the budding yeast cell did not have any intrinsic DNA methylation, all DNA methylation signals were assumed to be introduced by the MTase treatment. As a control, we performed NOMe-Seq using M.CviPI purchased from NEB (GCMT).

We calculated the methylation levels and compared GCMT- and CCMT-treated nuclei; these two datasets showed similar methylation patterns. 

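Over 10-bp bins of the nuclear chromosomes, 240518 bins held at least 1 listed CC cytosine and at least 1 listed GC cytosine. Across these bins, the levels in CCMT- and GCMT-treated nuclei had a Pearson's r of 0.489 and a Spearman's rho of 0.269. Neighbouring bins are not independent replicates, so no p-value is given. The r of single chromosomes ranged from 0.446 to 0.509 (SD 0.0214 over 16 chromosomes). When the bins of 1 library were shifted along each chromosome, 100 shifts gave r of at most 0.00606. With wider bins r rose to 0.575 at 50 bp and to 0.677 at 150 bp, the largest change among the alternatives. Within a library, the top-strand and bottom-strand cytosines of the same 10-bp bins had an r of 0.523 with CCMT over 80056 bins and of 0.331 with GCMT over 326219 bins. Each side of this comparison holds the cytosines of a single strand, whereas the r between the libraries uses both strands. The r between strands is therefore no upper limit for the r between libraries. GC reads the same on both strands and CC does not, so the strand pairs also differ between the enzymes. When the CCMT reads were thinned at random to the mean coverage of the GCMT library, the r between the libraries fell to 0.399 and that between the strands of the CCMT library to 0.341. The first C of GCC is a target of both enzymes. At the 130943 such cytosines with at least 10 reads in both libraries, r was 0.459 and rho 0.270, with a median coverage of 31 reads for CCMT and 14 for GCMT. The mean level of these cytosines was 7.63% with CCMT and 10.8% with GCMT.

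**Figure D1:**
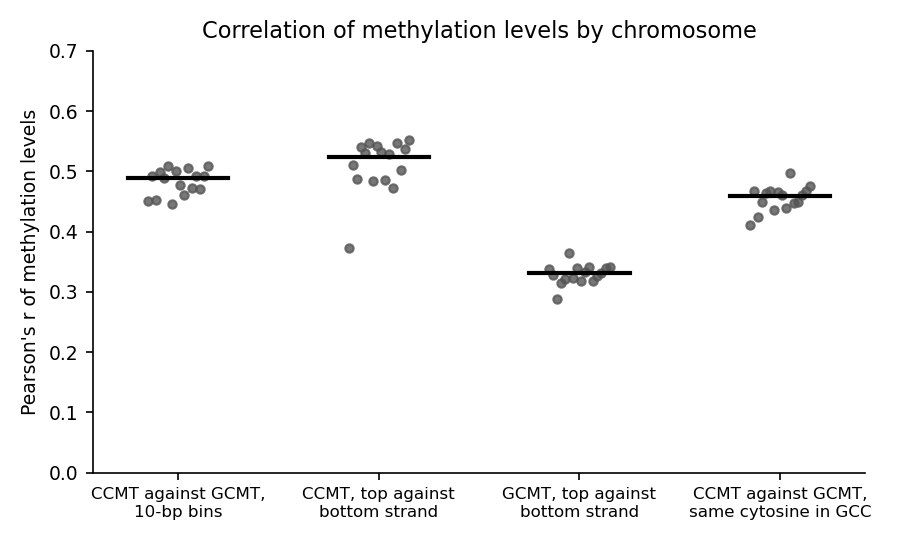
Pearson's r of methylation levels on each of the 16 nuclear chromosomes (points) and over all of them (bars), for CCMT against GCMT in 10-bp bins, for the strands of each library in 10-bp bins, and for CCMT against GCMT at the same cytosines in GCC. The chromosomes lie between 0.446 and 0.509 for CCMT against GCMT and between 0.288 and 0.365 for the strands of the GCMT library.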

(Fig. 5A and B, Additional file 1: Table S2). 

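Profiles of the mean level at each position were computed for both libraries and smoothed with a 21-bp running mean. Around the initiation codons of 6002 nuclear protein-coding genes, from −500 to 500 bp, the profiles of CCMT and GCMT had a Pearson's r of 0.997 across positions. Restricted to 50 to 500 bp downstream, r was 0.967. The binding sites of the general regulatory factors Abf1 and Reb1 were taken as matches to their consensus sequences on either strand, because the text of the paper does not name how its sites were chosen. Around 1785 matches to RTCRYNNNNNACG (Abf1), r between the profiles was 0.980, and the mean level within 100 bp was 16.5% with CCMT (95% bootstrap interval over matches, 16.1% to 17.0%) and 19.0% with GCMT (18.4% to 19.5%). Around 791 matches to TTACCCG (Reb1), r was 0.987, and the level within 100 bp was 20.7% with CCMT (20.0% to 21.4%) and 22.1% with GCMT (21.2% to 23.0%). The matches outside coding sequences, 1034 for Abf1 and 584 for Reb1, had higher levels. They reached 21.0% and 23.5% within 100 bp at Abf1 and 25.0% and 25.4% at Reb1 with CCMT and GCMT, respectively. Positions of a profile are not independent, so the r values describe the likeness of the curves in these libraries.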

The aggregation plots of CCMT and GCMT signals centered at several genomic features showed a similar appearance (Fig. 5C and D and Additional file 1: Fig. S8A). We observed sharp DNA methylation peaks in the promoter regions of the genes (Fig. 5B). These strong DNA methylation signals colocalized well with the signals detected using ATAC-Seq; therefore, these signals were thought to indicate open chromatin regions. 

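Fig. 5B shows a region of chromosome II, and the levels of 11 genes named in it were computed for the region from −250 to −100 of the initiation codon, with positions of R64. The region upstream of *MIS1* (YBR084W, coding sequence from 411054 to 413981 on the top strand) lies from 410804 to 410954 and overlaps no annotated gene. Its 9 CC cytosines had a mean level of 35.6% over 344 reads with CCMT, and its 18 GC cytosines 30.3% over 329 reads with GCMT, against 6.88% and 8.51% in the gene body from 100 to 500 bp downstream of the initiation codon. Upstream of *UBC4* (YBR082C, bottom strand, region from 407269 to 407419), the level was 21.3% with CCMT and 34.1% with GCMT. With a coverage minimum of 10, the values for *UBC4* were 29.9% and 32.4%. Upstream of *SLM4* (YBR077C, bottom strand, 392393 to 392543), it was 27.4% and 33.0%, respectively. The levels of *RPG1* were 20.9% and 26.0%, those of *TIP1* 16.6% and 19.6%, those of *IST2* 16.9% and 17.4%, those of *AAC3* 24.2% and 15.1%, and those of *HSP26* 12.7% and 11.4%. The promoter region was above the gene body for 10 of the 11 genes with CCMT and for 9 with GCMT. The exceptions were *PFF1* with CCMT (7.39% against 7.42%), and *TAT1* (7.91% against 11.7%) and *SPT7* (4.80% against 5.64%) with GCMT. The region of *TAT1* overlaps the annotated gene TBRT. Only 4 GC cytosines with 65 reads were listed upstream of *SPT7*, where the 7 CC cytosines had a level of 26.4%. The 5 genes with the highest promoter levels in both libraries, by the smaller of their percentile ranks, were *HSH49* on chromosome XV (46.5% with CCMT and 48.5% with GCMT), *DBP7* on chromosome XI, which shares part of the region with *RPC37* (40.4% and 45.0%), *PNC1* on chromosome VII (39.3% and 48.0%), *ATG27* on chromosome X (39.0% and 46.5%), and *MRPL15* on chromosome XII (43.2% and 43.7%). They were picked for high levels in these same libraries. Of the levels of the named genes, that of *ATG27* with GCMT moved most under the alternatives, to 36.8% without the GCC cytosines. With a coverage minimum of 10, the same level rose to 55.5%. The level of *MIS1* with CCMT was 41.3% without the GCC cytosines and 29.9% after random thinning of the CCMT reads, below that with GCMT. Which enzyme gave the higher level also changed under at least 1 alternative for *IST2*, *HSH49*, *DBP7*, *ATG27* and *MRPL15*. ATAC-Seq was not analysed here. From the colocalization of the strong signals with ATAC-Seq, the paper proposes that they mark open chromatin.

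**Figure D2:**
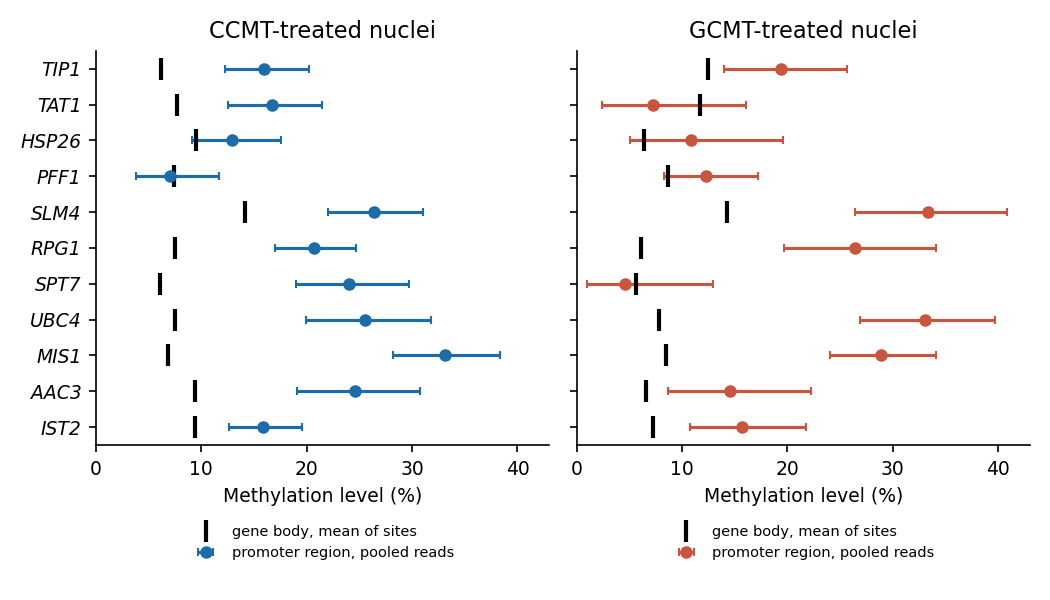
Methylation level (%) in the region from −250 to −100 of the initiation codon of the 11 genes (points, reads pooled over the cytosines of the region, with 95% exact binomial intervals) and mean level of the gene body (black bars), with CCMT on the left and GCMT on the right. The interval for *MIS1* runs from 28.2% to 38.4% with CCMT and from 24.0% to 34.1% with GCMT, and that for *SPT7* with GCMT from 0.962% to 12.9%.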

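To compare where the signals of both libraries lie, the nuclear chromosomes were divided into 50-bp windows, of which 186474 had at least 10 reads in each library, and the 5% with the highest level in each library were called, 9324 windows per library. Of the windows called with CCMT, 5299 (56.8%) were also called with GCMT. Shifting the calls of 1 library along each chromosome gave a mean of 466.2 shared windows and a maximum of 527 in 100 shifts, so the observed number was 11.4 times the mean. With the top 2% of windows called, the alternative with the largest difference from this value, it was 17.4 times. The share of CCMT windows also called with GCMT then fell to 34.6%. With the top 10% called, the number was 6.05 times the shifted mean and the share 60.7%. Of the shared windows, 92.3% were centred outside coding sequences, compared with 24.9% of all usable windows. The peak lists and the ATAC-Seq data were not used here.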

The peaks detected upon CCMT- and GCMT-based NOMe-Seq and ATAC-Seq were well-colocalized (Additional file 1: Fig. S8B).

**Fig. 5:**
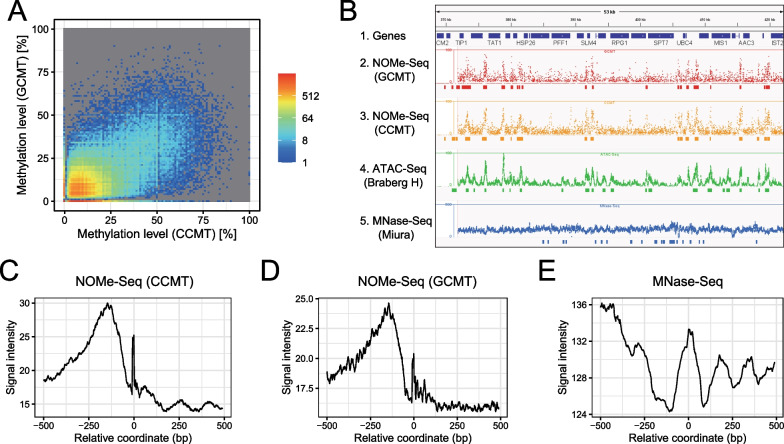
NOMe-Seq of fixed yeast nuclei. **A** Comparison of methylation levels between CCMT- and GCMT-treated nuclei. Bin size is 10 bp. **B** Genome browser screenshot showing annotated yeast genes (Track 1), DNA methylation levels at the GC sites (Track 2, NOMe-Seq using GCMT) and CC sites (Track 3, NOMe-Seq using CCMT), read coverage of ATAC-Seq (Track 4, SRR12926697) [36], and MNase-Seq (Track 5, SRR6729489) [37]. **C–E** Aggregation plots around the initiation codons of yeast genes. DNA methylation signals at CC (**C**) and GC (**D**) sites, as well as read coverage of MNase-Seq (**E**) (SRR6729489), are shown

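Around the initiation codons, the smoothed profile of CC cytosines reached its maximum of 21.6% at −148 bp (95% bootstrap interval over genes, −150 to −137), and that of GC cytosines reached 23.0% at −142 bp (−162 to −128). Around the maximum, the level stayed above the midpoint between it and the gene body from −287 to −71 bp with CCMT and from −331 to −75 bp with GCMT. Without the GCC cytosines, the GCMT maximum lay at −136 bp, the largest shift of a maximum among the alternatives. Farther upstream, from −500 to −400 bp, it was 12.8% and 13.9%, respectively. Within 25 bp of the initiation codon, it had fallen to 8.53% with CCMT and 8.96% with GCMT. The bases of the ATG itself carried 0 CC cytosines and 732 GC cytosines over all genes.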

The DNA methylation levels at the CC and GC dinucleotides aggregated well at the promoter-proximal regions (Fig. 5C and D). 

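For each gene, the mean level from −250 to −100 bp of the initiation codon was compared with that from 100 to 500 bp. Both regions had to hold at least 3 listed cytosines, and the downstream region was not cut at the stop codon of shorter genes. The promoter region had the higher level in 5010 of 5775 genes (86.8%; 95% exact binomial interval, 85.9% to 87.6%) with CCMT and in 4848 of 5589 genes (86.7%; 85.8% to 87.6%) with GCMT. With the same regions placed around positions shifted along the chromosomes, the mean share over 100 shifts was 46.8% with CCMT and 46.3% with GCMT, and no shift exceeded 48.7%. With at least 10 cytosines per region, the alternative that moved the share most, it was 88.9% with GCMT. Among the 5524 genes with enough cytosines in both libraries, the promoter region was higher with both enzymes in 4404 (79.7%) and with neither in 332 (6.01%). The median level of the promoter region over these genes was 18.1% with CCMT (quartiles, 12.0% and 24.9%) and 19.3% with GCMT (11.8% and 27.3%). Across genes, the promoter levels of the libraries had a Pearson's r of 0.637 and a Spearman's rho of 0.665. Genes are not independent replicates.

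**Figure D3:**
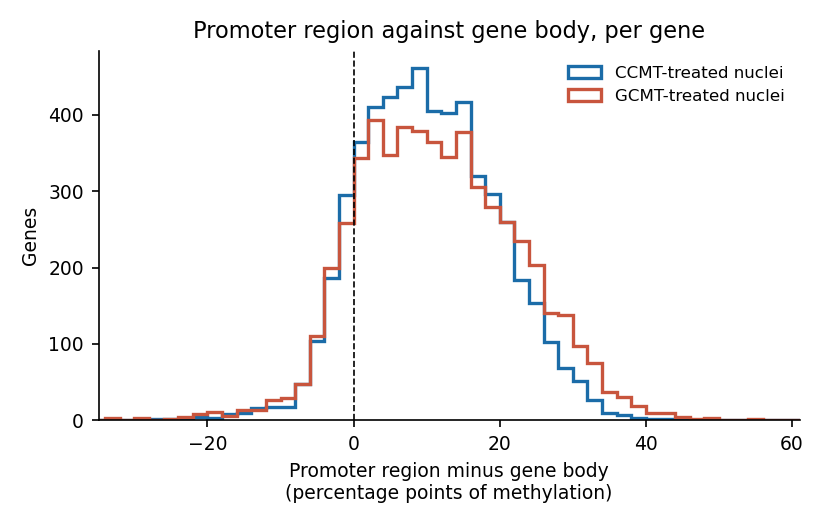
Number of genes (y axis) by the difference between the mean level from −250 to −100 bp and that from 100 to 500 bp of the initiation codon in percentage points (x axis), for the 5524 genes with enough cytosines in both libraries. Most genes lie to the right of 0 in both libraries, 4404 of them with both enzymes.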

Undoubtedly, these signals indicated that nucleosome-free regions were frequently observed at the gene promoters. 

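The region from −250 to −100 bp was measured relative to the first base of the initiation codon, on which Fig. 5C to E is centred. The paper's text instead refers this region and the periodicity to transcription start sites, which were not used here. The mean level of the region was 19.3% with CCMT (95% bootstrap interval over genes, 19.1% to 19.5%) over 60996 cytosines and 20.6% with GCMT (20.3% to 20.9%) over 64487 cytosines. The gene bodies from 100 to 500 bp, which run past the stop codon in genes shorter than 500 bp, had 8.59% (8.50% to 8.68%) and 8.80% (8.67% to 8.94%), respectively. The region was thus 10.7 percentage points above the gene body with CCMT (10.5 to 11.0) and 11.8 points with GCMT (11.5 to 12.1). Leaving out cytosines at level 0, an alternative chosen after seeing the data, moved the difference most, to 10.7 points with GCMT. MNase-Seq was not analysed here.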

The promoter-proximal DNA methylation signal at the − 100 to − 250 region of the transcription start site appeared to be inversely correlated with the low signal region detected via MNase-Seq (Fig. 5E). 

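Downstream of the initiation codons, the smoothed CCMT profile had maxima at 90, 254 and 420 bp with levels of 10.6%, 9.67% and 9.41%, and minima at 172 and 334 bp with 7.78% and 7.65%. The maxima with GCMT lay at 93, 259 and 425 bp with 10.3%, 9.64% and 9.16%, and the minima at 205 and 357 bp with 8.32% and 8.20%, later than with CCMT. A sine and a cosine with a quadratic trend were fitted to the unsmoothed profile from 50 to 500 bp. The best period between 120 and 220 bp was 162 bp with CCMT (95% bootstrap interval over genes, 160 to 164 bp) and 161 bp with GCMT (155 to 168 bp). The wave accounted for 74.2% of the variance around the trend with CCMT and 28.7% with GCMT. Its amplitude was 1.02 percentage points (0.946 to 1.11) with CCMT and 0.600 points (0.515 to 0.690) with GCMT. The first minimum of the fitted wave lay at 174 bp with CCMT and at 176 bp with GCMT. With a linear trend, the periods were 165 and 167 bp. From 50 to 1000 bp over the genes of at least 1000 bp, they were 162 and 163 bp.

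**Figure D4:**
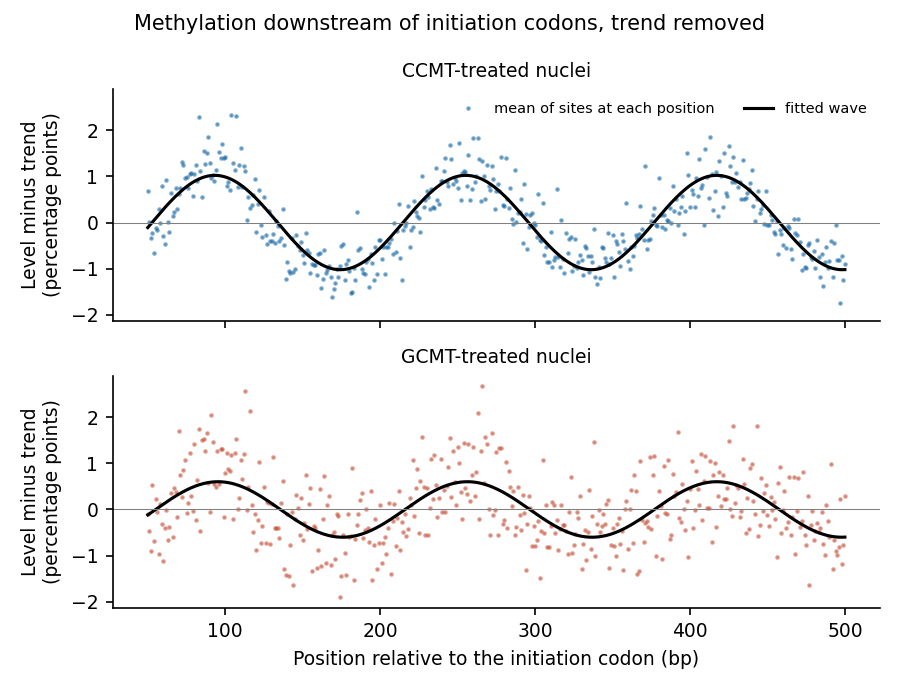
Mean methylation level at each position minus the quadratic trend, in percentage points (y axis), against the position relative to the initiation codon in bp (x axis), with CCMT (top) and GCMT (bottom). Points are means over the cytosines at a position and lines are the fitted waves, with periods of 162 and 161 bp. The points scatter more around the wave with GCMT.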

The aggregated DNA methylation signals at the transcription start sites showed a periodicity of 160 to 170 bp, and were inversely correlated with those observed using MNase-Seq (Fig. 5B–E). These observations recapitulated the known properties of NOMe-Seq and MNase-seq [30].

### CCMT-based NOMe-Seq achieves fine mapping of the mammalian epigenome

Next, we applied CCMT-based NOMe-Seq to analyze IMR-90 mammalian cells. We obtained high-quality methylome data with 24.5 × and 25.7 × coverage for CCMT-treated and untreated cells, respectively (Additional file 1: Table S3). As expected, intrinsic DNA methylation levels at the CG sites were almost identical between the datasets (Fig. 6A and B and Additional file 1: Fig. S9A and B). In contrast, DNA methylation levels at the CC sites increased only in the CCMT-treated nuclei (Fig. 6C and D). These results indicated that intrinsic CG methylation and CCMT-induced methylation at the CC dinucleotide could be explicitly separated.

**Fig. 6:**
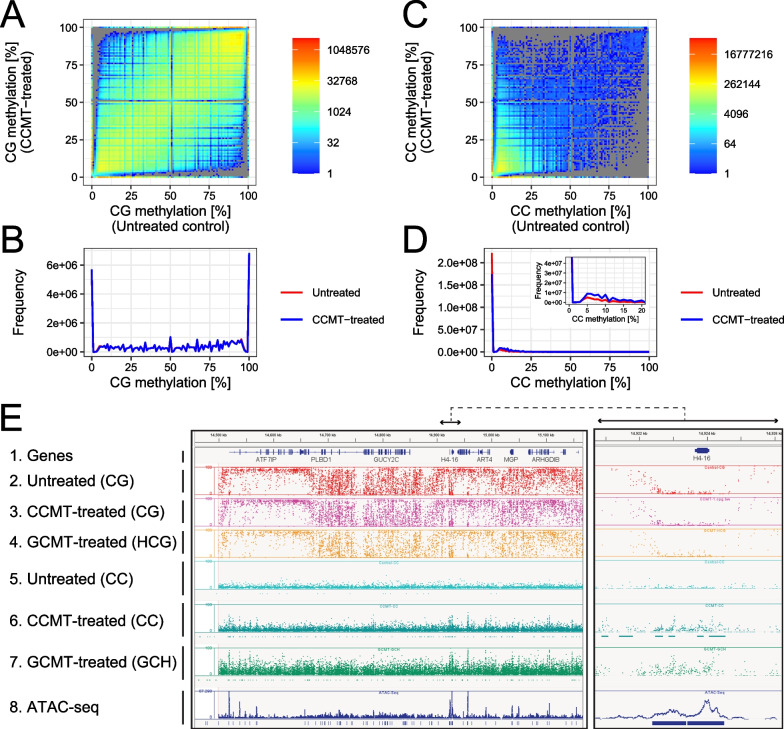
NOMe-Seq of IMR-90 cells. **A–D** Comparisons of DNA methylation levels between CCMT-treated and untreated nuclei. Intrinsic DNA methylation at the CG sites (A and B) and methylation at CC sites introduced via CCMT in vitro (C and **D**) are shown. **E** Genome browser screenshots showing annotated human genes (Track 1), intrinsic methylation levels (Track 2, 3, and 4 for untreated, CCMT-treated, and GCMT-treated ones, respectively), MTase-induced methylations (Track 5, 6, and 7 for untreated, CCMT-treated, and GCMT-treated, respectively), and read coverage of ATAC-Seq (SRR7765313) are shown (Track 8). The right panel is the enlarged view of the indicated location of the left panel. For the tracks showing MTase-induced methylation patterns (Track 5, 6, and 7), peaks detected with macs2 are indicated at the bottom of each track

Then, we visually inspected the two datasets using a genome browser. We observed several large domains with different intrinsic DNA methylation levels at CG sites in both datasets (Fig. 6E). These domains were undoubtedly highly methylated regions and partially methylated domains, the existence of which has been described for IMR-90 cells [31]. The comparison between CCMT-based NOMe-Seq and untreated control indicated that these two datasets almost had the same qualities in terms of the intrinsic DNA methylome. In contrast, we observed strong and sharp methylation peaks for CC methylation in the treated samples, whereas none was observed in the untreated control (Fig. 6E). These peaks largely colocalized with the peaks identified using ATAC-Seq. Therefore, the peaks observed in the CCMT-induced methylation signals indicated highly accessible chromatin regions (Fig. 6E). These results indicated that CCMT-based NOMe-Seq simultaneously measures both the intrinsic methylome and chromatin accessibility of mammalian cells.

We compared the CCMT-based NOMe-Seq with the previously established GCMT-based procedure. We treated IMR-90 cells with GCMT and obtained methylome data with exactly similar procedure conducted for CCMT. We obtained high-quality methylome data with 22.7 × coverage (Additional file 1: Table S3). Note that, to exclude ambiguous GCG sites, only DNA methylation levels in HCG and GCH residues were examined for intrinsic (CG) and artificially induced (GC) DNA methylation, as described by Kelly et al. [14]. The patterns of intrinsic DNA methylation levels were indistinguishable between CCMT- and GCMT-based NOMe-Seq (Fig. 6E). In addition, the artificially induced DNA methylation levels at CC and GC sites showed almost similar patterns between the datasets (Fig. 6E). Although the methylation levels were higher for GCMT-based NOMe-Seq than for CCMT-based NOMe-Seq, the methylation levels of NOMe-Seq could be adjusted by fine-tuning of the MTase amount used, as previously indicated (15). These results indicated that both CCMT- and GCMT-based NOMe-Seq produce almost similar qualities of data.

To determine whether CCMT-based NOMe-Seq could also detect characteristic aggregation patterns of GCMT-induced DNA methylation around several genomic features [14], we performed the same analysis using the CCMT-based NOMe-Seq data. Methylation patterns around CTCF binding sites were observed in both CCMT- and GCMT-based NOMe-Seq but not in control MTase-untreated WGBS (Additional file 1: Fig. S9C–E). We also found a perk signal in both aggregation plots for GCMT and CCMT around the transcription start sites (Additional file 1: Fig. S9F–H) and histone H3 lysine 4 trimethylation peaks (Additional file 1: Fig. S9I–K). These results also supported the usefulness of CCMT in epigenome mapping.

Ideally, while 233,643,193 GCH sites were available for GCMT-based NOMe-Seq, 302,651,847 sites were usable for epigenome mapping of the human genome with CCMT (Table 2). When Cs covered with at least 10 reads were included in the analysis, 215,834,149 sites were available for CCMT in the WGBS data (see untreated control, Table 2), whereas 165,985,668 sites could be used for GCMT (Table 2). These results indicated that about 30% more sites were available with CCMT than with GCMT. The difference in the number of data points directly affected the resolution; the theoretical resolution of the CCMT-based NOMe-Seq (10 bp) was better than that of the GCMT-based NOMe-Seq (13 bp) (Table 2). Although the differences in the analytical resolution between the CCMT- and GCMT-based NOMe-Seq seemed to have little effect on the identification of accessible chromatin regions (Fig. 6E), higher analytical resolution would be beneficial for the fine mapping of the epigenetic state of chromatin.

**Table 2:** Resolution of the NOMe-Seq analysis

Sequence motif	Genome size (hg19)	Number of motifs in hg19	Analytical resolution (bp)	Number of motifs with ten or more read coverage					
				Control (No MTase)		NOMe-Seq (CCMT)		NOMe-Seq (GCMT)	
CG	3,137,161,264	57,400,172	55	37,593,561	65.5%	35,968,639	62.7%	32,224,228	56.1%
HCG		43,525,732	72	28,851,898	66.3%	27,661,596	63.6%	24,764,078	56.9%
GC		247,517,634	13	174,727,329	70.6%	169,559,103	68.5%	151,895,283	61.4%
GCH		233,643,193	13	165,985,668	71.0%	161,252,061	69.0%	144,435,133	61.8%
CC		302,651,847	10	215,834,149	71.3%	208,676,370	68.9%	187,023,053	61.8%

## Discussion

Despite the increasing demand for MTases as tools for mapping the epigenome, the available enzymes are limited, especially for cytosine C5 MTases of short recognition sequences. However, genome sequences have been determined for many bacterial and viral strains. Therefore, we hypothesized that MTases of such short recognition sequences already exist in databases, although they are still experimentally unidentified.

In this study, we conducted a screening to identify the DNA cytosine C5 MTases with short recognition sequences. We devised a strategy that combines database search, artificial gene synthesis, and WGBS. We successfully determined the recognition sequences of most MTases and purified several MTases with DNA methylation activities. Of the MTases identified, we chose one CC-recognizing enzyme and established it as a new probe for epigenome mapping.

With advanced DNA sequencing and artificial gene synthesis technologies, we have been able to systematically evaluate the recognition sequences of candidate MTases. Similar screenings can be easily set up and applied to any amino acid sequence in the database. During the preparation of this manuscript, Ilinsky et al. showed a similar strategy to determine the recognition sequences of MTases [32]. They combined the expression of artificially synthesized genes in *E. coli* cells and sequenced the bacterial genomic DNA using a nanopore sequencer [32]. In the current study, in contrast, we used WGBS because we thought that the reliability of 5mC detection with a nanopore sequencer is currently limited, especially for residues other than the CG dinucleotide. These two successful determinations of recognition sequences using modern DNA sequencing technology would accelerate the identification of unique MTases.

To identify MTases of short recognition sequences, we focused on the mutual sequence similarity of the two identified MTases of different short recognition sequences. We selected structurally similar amino acid sequences in the public database and revealed that these proteins recognize and methylate short sequences. Therefore, the similarity-based approach was effective. Although we have focused on the 25 amino acid sequences registered in RefSeq, many amino acid sequences in the database remain to be identified. Therefore, similar screening should be conducted in the future.

In mammalian cells, cytosine in the CG dinucleotide is methylated by endogenous MTases. In contrast, GCMT methylates cytosine in GC. Based on the difference in the recognition sequences, GCMT has been used for the simultaneous detection of endogenous DNA methylation and chromatin accessibility in NOMe-Seq [14]. However, at the GCG trinucleotide, one cannot discriminate the causative MTases for methylation and, because of this, it is difficult to exploit the full resolution of GCMT for epigenome mapping. Therefore, MTases with non-overlapping recognition sequences with CG dinucleotides would be beneficial. Thus, CCMT is promising because its recognition sequence does not overlap with CG.

The current study has shown the benefits of non-CG overlapping MTases in epigenetic mapping for the simultaneous detection of intrinsic DNA methylation. Similarly, additional MTases that never overlap with CG dinucleotides would expand our ability to profile multiple epigenomes simultaneously. Thus, MTases that recognize CA and CT would be important because these two sequences never overlap with CG and CC. Therefore, we are interested in the two MTases NP_048873 and YP_009702000 that recognize TCTG and GGCA, respectively. Additional screening for genes, particularly homologous to these two MTases, could help identify other MTases that recognize CA and CT residues, which cannot be identified using previous methods.

## Conclusions

In this study, we have screened MTases similar to both M. CviPI and M. CviQIX to find several new MTases of short recognition sequences. We focused on MTases recognizing the CC dinucleotide or CCMT and established a method for producing active CCMT. Using budding yeast and human cell lines, we showed the practical usefulness of CCMT for fine epigenetic mapping.

## Methods

### Sequence analysis

The amino acid sequences of M. CviPI and M. CviQIX were downloaded from REBASE (http://rebase.neb.com/rebase/rebase.html) [18, 19]. Sequence analyses, including the blastp search, the calculation of multiple alignments, and phylogenetic tree drawing, were performed using the CLC Main Workbench (Qiagen, Hilden, Germany).

Note that there were some ambiguities in relation to M. CviQIX. The name M.CviQIX was assigned to an unidentified enzyme that might methylate the first C of the CC dinucleotide [21]. Although M.CviQIX was originally isolated from the Chlorella virus strain NY-2A [21], the NY-2A genome sequence (NC_009898) did not contain M.CviQIX. The amino acid sequence of M. CviQIX was unavailable in REBASE, but the sequence we downloaded from REBASE 2 years ago (May 17, 2019) was identical to an MTase found in the genome of a different virus strain AR158 (DQ491003, Gene ID C619L or RefSeq: YP_001498700). M.CviQIX was almost identical to M.CviPII (GenBank: AAV84097) [22]; only 3 out of 363 amino acids were different between M.CviQIX and M.CviPII. As expected from the high similarity, M. CviPII was identified to methylate the first C of CCD trinucleotides [22].

### Artificial gene synthesis and subcloning into expression vectors

The genes encoding the MTases were synthesized by Eurofin Genomics Inc. (Tokyo, Japan, for M.CviPI, M.CviPII, and NP_048886) and GenScrypt (Tokyo, Japan, for the other genes) with codon optimization for *E. coli* (Additional file 1: Supplementary Information). First, the genes were synthesized with no internal BamHI and EcoRI recognition sequences and with sequences at the 5’ and 3’ terminals, respectively. Then, the gene fragments were subcloned into the BamHI-EcoRI site of pCZS and pBZS (Additional file 1: Fig. S1).

### Small-scale induction of MTases and bacterial genomic DNA extraction

The bacterial expression vectors pCZS and pBZS (Additional file 1: Fig. S3) carrying a gene encoding methyltransferase were introduced into T7Express (New England Biolabs, Ipswich, MA, USA). The cells were inoculated in 3 mL of LB medium (1% [w/v] tryptone, 0.5% [w/v] yeast extract, and 0.5% [w/v] sodium chloride) with 100 µg/mL carbenicillin (Nacalai Tesque, Kyoto, Japan) and grown at 37 °C overnight with shaking at 200 rpm. Fifty microliters of each cell suspension was diluted in 3 mL of LB medium with carbenicillin, and the cells were cultivated at 37 °C for 3 h with shaking. For pCZS, the cell suspension was cooled in ice-cold water for 30 min, and 3 µL of 1 M isopropyl β-D-1-thiogalactopyranoside (IPTG, Nacalai Tesque) was added to induce protein expression. For pBZS, 3 µL of 30% (w/v) L-arabinose was added to induce protein expression. Cells were cultivated with shaking at 200 rpm and 16 °C overnight (pCZS) or 37 °C for 3 h (pBZS). The cells were collected via centrifugation at 2500 × *g* for 15 min and used for DNA purification using the DNeasy Blood & Tissue Kit (Qiagen), following the optional protocol for gram-negative bacteria provided by the manufacturer. The genomic DNA concentration was determined using the Qubit dsDNA BR Assay Kit and Qubit fluorometer (Thermo Fisher Scientific, Waltham, MA, USA).

### Analysis of DNA methylation with restriction enzyme digestion

Genomic DNA (100 ng) was added to a 10-µL reaction containing 1 × CutSmart Buffer and an appropriate restriction enzyme shown in Table 1. The reaction mixture was incubated at 37 °C for 1 h, and the enzyme was heat-inactivated at 70 °C for 10 min. After restriction enzyme treatment, DNA was analyzed using an E-Gel Power SNAP system on a 2% E-Gel Ex gel (Thermo Fisher Scientific).

### Purification of recombinant MTases

The bacterial cells transformed with pCZS or pBZS expressing an MTase-encoding gene were inoculated in 30 mL of LB medium with 100 µg/mL carbenicillin and cultured at 37 °C overnight with shaking at 150 rpm. The seed culture was transferred into a 2-L Erlenmeyer flask with baffles containing 1 L of LB medium with carbenicillin and further cultivated at 37 °C for 4 h, shaking at 100 rpm. For pCZS, the flask was cooled in ice-cold water for 30 min, and protein expression was induced by adding 230 mg of IPTG per 1 L of medium. For pBZS, 3 g of L-arabinose per 1 L of medium was added to induce protein expression. The flask was incubated at 16 °C overnight (pCZS) or 37 °C for 4 h (pBZS) with shaking at 100 rpm. The cells were collected via centrifugation at 2500 × *g* for 15 min, and collected cells were frozen at − 80 °C until use.

The bacterial cells were resuspended in 20 mL of HisTrap buffer A (20 mM sodium phosphate, pH 7.5, 800 mM NaCl, 20 mM imidazole, 1 mM DTT, and 10% glycerol) containing a protease inhibitor cocktail (Nacalai Tesque) and disrupted via sonication. The lysate was cleared via centrifugation at 15,000 × *g* for 15 min and filtered using a 0.45-µm syringe filter. The first-round affinity purification was performed using a 5-mL HisTrap HP column (Cytiva, Marlborough, MA, USA) with HisTrap buffer A and HisTrap buffer B (20 mM sodium phosphate, pH 7.5, 800 mM NaCl, 200 mM imidazole, 1 mM DTT, and 10% glycerol). The fraction containing the target protein was further purified using 1-mL StrepTrap HP (Cytiva) with StrepTrap buffer A (100 mM Tris–HCl, pH 8.0; 150 mM NaCl; 1 mM EDTA; and 1 mM DTT) and StrepTrap buffer B (100 mM Tris–HCl, pH 8.0; 150 mM NaCl; 1 mM EDTA; 1 mM DTT; and 2.5 mM d-desthiobiotin). Chromatographic purification was performed using the AKTA Start System (Cytiva). The dual-affinity purified protein was concentrated via ultrafiltration using an Amicon Ultra-4 30 K device (Millipore), supplemented with BSA and glycerol to obtain final concentrations of 100 µg/mL and 50% (v/v), respectively, and stored at − 20 °C until use.

### WGBS

WGBS was performed following the PBAT strategy [29] with recent improvements using a highly efficient single-stranded DNA ligation technique [28]. The molar concentration of the sequencing library was determined using the library quantitation kit from Takara Bio Inc. (Shiga, Japan). Small-scale sequencing was performed using Illumina MiSeq with the MiSeq v3 Reagent Kit in the paired-end mode for 2 × 75 cycles (for bacterial and budding yeast cells) or with the MiSeq v2 Reagent Kit nano on the paired-end mode for 2 × 150 cycles (for lambda DNA). For large-scale sequencing of mammalian cells, paired-end sequencing for 2 × 150 cycles using HiSeq X Ten was performed by Macrogen Japan Corp. (Tokyo, Japan). The reads were mapped to a reference genome (J02459 for lambda phage, NC_000913 for bacterial cells, sacCer3 for yeast cells, and hg19 for human cells) with BMap (https://github.com/FumihitoMiura/Project-2). The mapped alignments were summarized using in-house developed pipelines (https://github.com/FumihitoMiura/Project-2).

### Calculation of the PWM-M and M-logo

From the given genome sequence, a set of every subsequence of length *2 l* + *1* with a C nucleobase at the center of the subsequence was taken, and PWM-M elements were calculated using the following equation:

$$M_{ij} = \frac{{\mathop \prod \nolimits_{k = 1}^{N} \left\{ {m_{k} \times I_{i} \left( {S_{{\left( {K + j} \right)}} } \right)} \right\}}}{N}$$

where *i* is nucleobase A, C, G, or T in the matrix, and *j* denotes the relative coordinate from the center of the subsequence. *N* is the total number of C nucleobases in the given genome sequence, and *K* is the genomic coordinate of *k*th C. *S* denotes the nucleobases A, C, G, or T in the genomic sequence, and *S*_*(K*+*j)*_ indicates the nucleobase at coordinate *K* + *j*. *I*_*i*_*(S)* is an indicator function where *I*_*i*_*(S)* is 1 if *S* = *i*, and 0 otherwise. *m*_*k*_ denotes the methylation level at *k*th C.

From PWM-M, the normalized methylation-weighted frequency *f*_*ij*_ was calculated as follows:

$$f_{ij} = \frac{{M_{ij} }}{{\mathop \sum \nolimits_{i} M_{ij} }}$$

Then, the Shannon entropy *H*_*ij*_ and the information content *R*_*ij*_*R*_*j*_ of position *j* were calculated, respectively [33, 34]:

$$H_{j} = - \mathop \sum \limits_{{i \in \left\{ {A,C, G, T} \right\}}} f_{ij} \times \log_{2} f_{ij}$$

$$R_{j} = \log_{2} \left( 4 \right) - H_{j} - 0.541$$

Finally, the height of the logo for each nucleobase *i* at position *j* was calculated as follows:

$$height_{ij} = f_{ij} \times R_{j}$$

The calculated PWM-M and the M-logo were visualized using the Logomaker [35].

### Budding yeast NOMe-Seq

S288C cells (Biological Resource Center at the National Institute of Technology and Evaluation, NBRC1136) were inoculated into 50 mL of YPD media (1% yeast extract, 2% Bacto peptone, and 2% dextrose) and cultivated with vigorous shaking at 30 °C overnight. Cell suspension was diluted with 1 L of YPD and further cultured at 30 °C for 4 h with shaking. Cells were collected via centrifugation at 2000×*g* for 15 min, washed twice with 50 mL of water, and resuspended in 20 mL of 1 M sorbitol. To the cell suspension, 20 µL of β-mercaptoethanol and 20 mg of Zymolyase 100 T (Seikagaku Kogyo Co., Tokyo, Japan) were added and incubated at room temperature for 15 min to degrade the cell wall. Then, the spheroplasts were washed twice with 20 mL of 1 M sorbitol and resuspended in 20 mL of 1 M sorbitol. Fixation was performed by adding 240 µL of 38% formaldehyde (Wako Chemicals, Osaka, Japan) to the resuspended spheroplasts and incubating at room temperature for 5 min. The fixed spheroplasts were washed twice with 20 mL of 1 M sorbitol and pelleted via centrifugation at 5000×*g* for 5 min. The spheroplasts were then resuspended in 10 mL of nuclei preparation solution (10 mM HEPES–KOH, pH 7.5; 10 mM NaCl; 3 mM MgCl_2_; and 0.5% [v/v] Nonidet P 40 substitute) and incubated at room temperature for 5 min. The nuclei were collected via centrifugation at 5000×*g* for 5 min and washed twice with 10 mL of nuclei wash solution (10 mM HEPES–KOH, pH 7.5; 10 mM NaCl, and 3 mM MgCl_2_). The nuclei were resuspended in 10 mL of nuclei wash solution, of which 500 µL was dispensed into 20 tubes and stored at − 80 °C until use.

A frozen nuclei suspension was thawed and resuspended in 500 µL of 1 × methylation buffer (50 mM Tris–HCl, pH 8.5, 50 mM NaCl, 1 mM DTT, 1.6 mM SAM). Then, an appropriate amount of either M.CviPI (NEB) or N-terminal 15 amino acid deletion mutant of M.CviQIX (termed CCMT, see RESULTS section), prepared in our laboratory, was added. After incubation at 37 °C for 1 h, the nuclei were pelleted via centrifugation at 5000×*g* for 1 min and resuspended in 40 µL of 10 mM Tris–HCl, pH 8.0. The nuclei suspension was supplemented with 5 µL of 20 mg/mL proteinase K and 10% (w/v) SDS and incubated at 50 °C for 1 h. The reaction was supplemented with 150 µL of 1 M Tris–HCl, pH 8.0, overlayed with white mineral oil, and incubated at 80 °C for 24 h. The aqueous phase was transferred to a new tube and mixed with 200 µL of Buffer AL and isopropanol. The mixture was loaded onto the DNeasy column by centrifuging at 10,000×*g* for 1 min, and the column was washed sequentially with 500 µL of Buffer W1 and Buffer W2. Finally, the purified DNA was eluted with 200 µL of Buffer AE and used for the WGBS analysis using the tPBAT protocol. Note that Buffer AL, Buffer W1, Buffer W2, and Buffer AE are DNeasy Blood & Tissue Kit components.

### NOMe-Seq of mammalian cells

The IMR-90 cells (JCRB cell bank #JCRB9054) were cultivated in four T75 flasks containing 30 mL of Minimum Essential Media (Thermo Fisher Scientific) supplemented with 10% fetal bovine serum (Thermo Fisher Scientific) and 50 U/mL penicillin–streptomycin (Thermo Fisher Scientific) at 37 °C in an atmosphere of 100% humidity and 5% CO_2_. Cells grown were treated with trypsin and collected via centrifugation at 2000×*g* for 5 min. Cells were washed twice with 20 mL of D-PBS (Nacalai Tesque) and resuspended in CELLBANKER 1 (Takara Bio) at 1 × 10^7^ cells/mL. The cell suspension was dispensed in 500 µL and stored at − 80 °C until use.

Before use, the frozen cell suspension was thawed and washed twice with PBS. Cells were then resuspended in nuclei preparation buffer (10 mM Tris–HCl, pH 8.0, 10 mM NaCl, 3 mM MgCl_2_, 0.1 mM EDTA) and 0.5% (w/v) NP-40, and incubated on ice for 10 min. The nuclei were collected via centrifugation at 2000×*g* for 5 min, resuspended in with 500 µL of 1 × methylation buffer with an optimized amount of CCMT, and incubated at 37 °C for 30 min. Then, the nuclei were collected via centrifugation at 2000×*g* for 5 min, and the supernatant was removed. The nuclei were dissolved in 20 µL of 20 mg/mL proteinase K and 200 µL of Buffer ATL was added. The reaction was incubated at 56 °C for 1 h and supplemented with 200 µL of Buffer AL and 200 µL of isopropanol. The mixture was loaded onto the DNeasy column and washed with 500 µL of buffer W1 or Buffer W2. The purified DNA was eluted with 200 µL of Buffer AE and used for WGBS.

## Supplementary Information

**Additional file 1**. Figs. S1–S14, Tables S2–S3, and the nucleotide sequences of genes.

**Additional file 2**. **Table S1.** Summary of the analysis of candicate DNMTs.

## Data Availability

All sequencing data produced in this study were deposited to NCBI GEO and NCBI SRA with accession numbers GSE192699, GSE192949, GSE202353, GSE202354, and SRR17348378-SRR17348416. The publicly available data used in the current study were downloaded from NCBI SRA with accession numbers SRR12926697, SRR6729489, and SRR7765313.

## Abbreviations

BSA: Bovine serum albumin
IMAC: Immobilized-metal affinity chromatography
PBAT: Post-bisulfite adapter tagging
TF: Trigger factor
WGBS: Whole-genome bisulfite sequencing

# Supplementary material for: Identification, expression, and purification of DNA cytosine 5-methyltransferases with short recognition sequences
**Source:** BMC Biotechnol. 2022 Nov 4;22:33. doi: 10.1186/s12896-022-00765-3
**Supplement:** Supplementary file 1 — Additional file 1. Figs. S1–S14, Tables S2–S3, and the nucleotide sequences of genes.

## **Supplementary material**

### **Identification, expression, and purification of DNA cytosine 5-methyltransferases with short recognition sequences**

Fumihito Miura<sup>1,\*</sup>, Miki Miura<sup>1</sup>, Yukiko Shibata<sup>1</sup>, Yoshikazu Furuta<sup>2</sup>, Keisuke Miyamura<sup>1</sup>, Yuki Ino<sup>1</sup>, Asmaa M.A. Bayoumi<sup>3</sup>, Utako Oba<sup>1,4</sup>, and Takashi Ito<sup>1</sup>

## **Supplementary Figures**

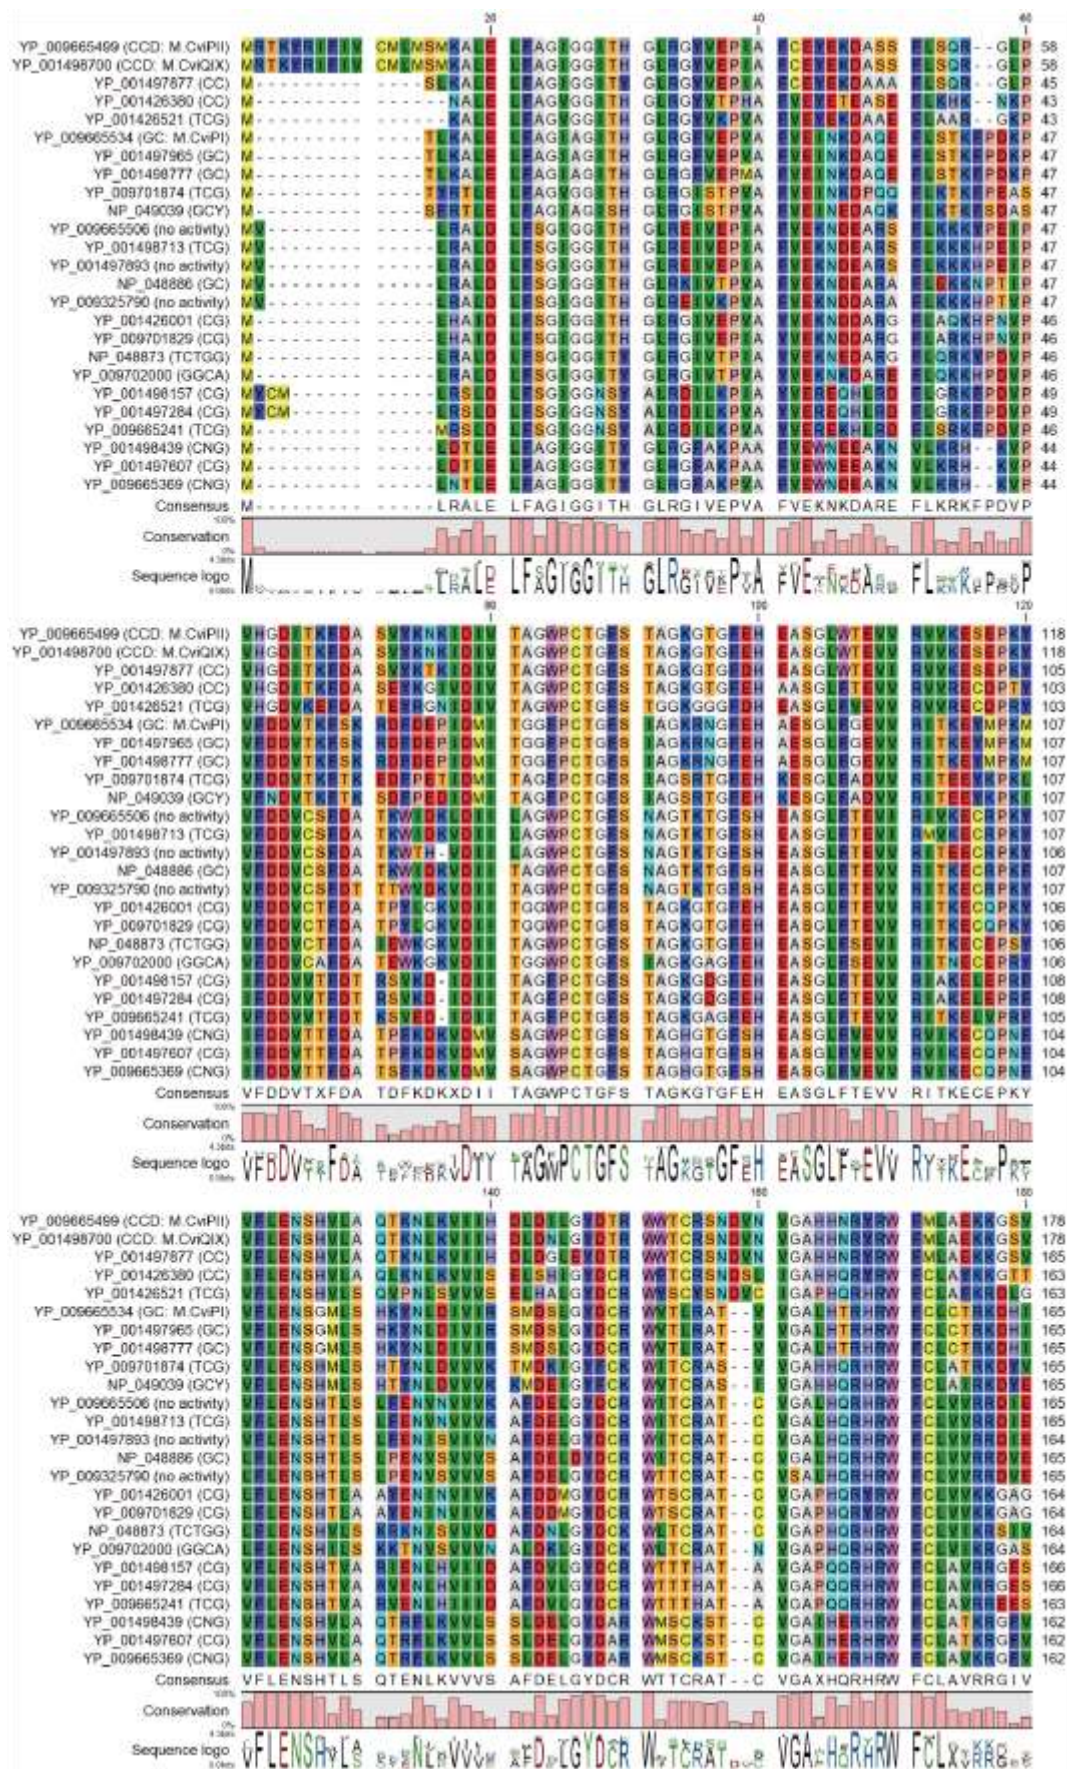

(Continues on the next page)

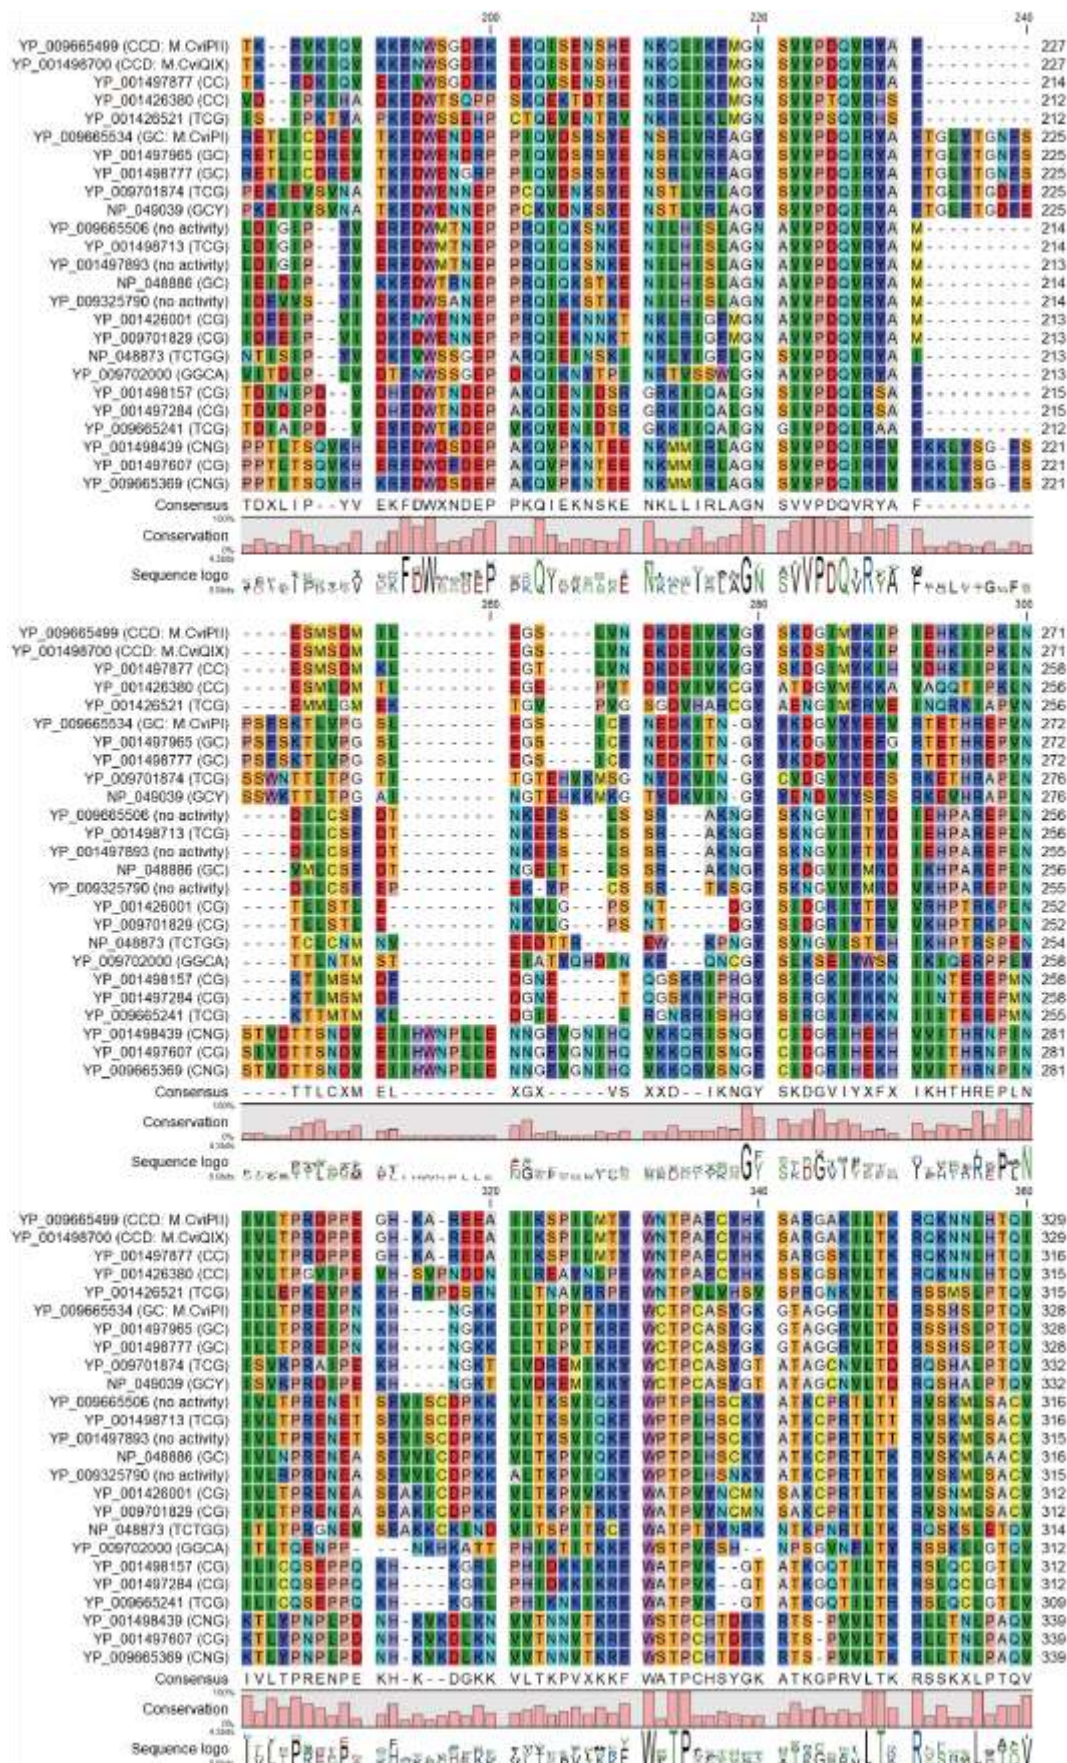

(Continues on the next page)

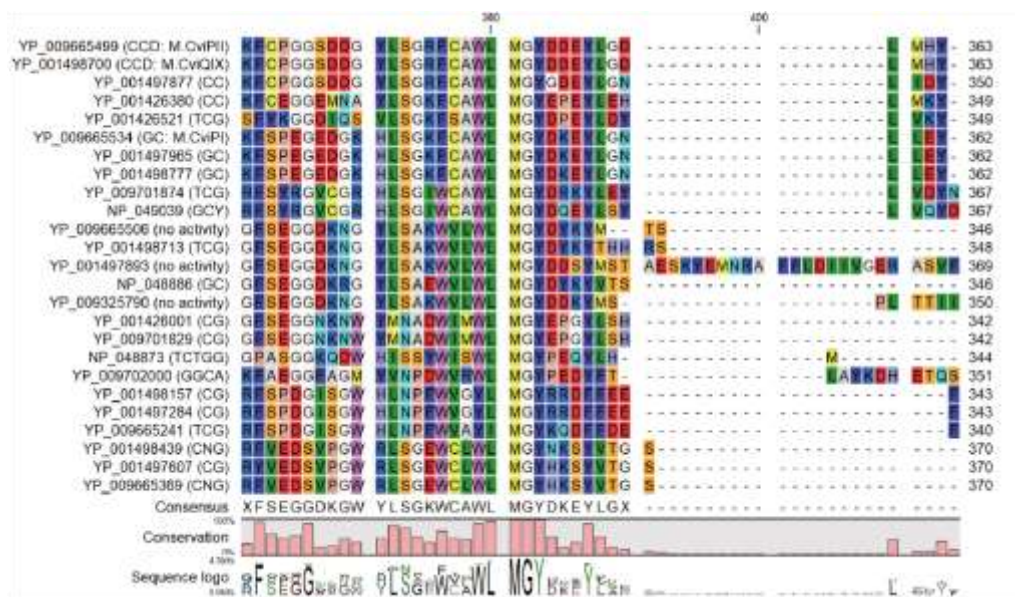

**Fig. S1 Multiple alignments of the 25 genes.**

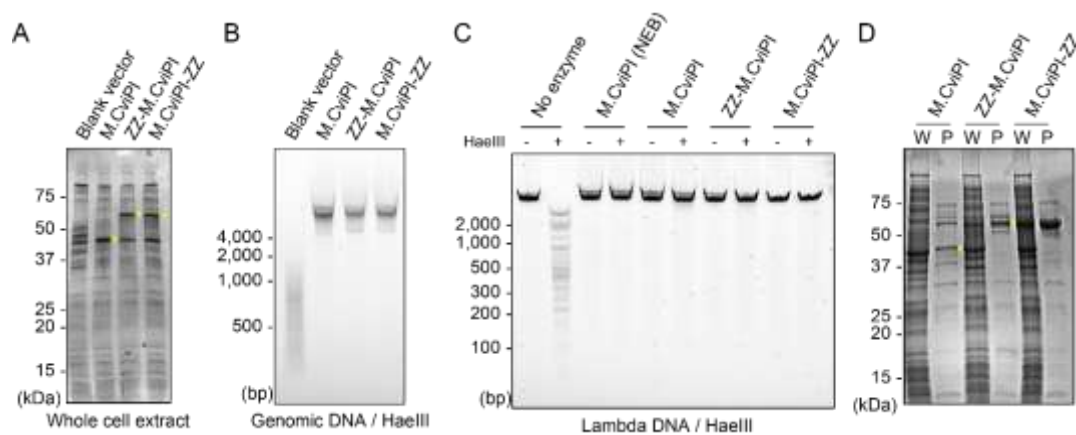

**Fig. S2 Expression and purification of M.CviPI.**

A. SDS-PAGE of whole-cell extracts of *E. coli* cells with induced expression of indicated constructs. B. Genomic DNA extracted from *E. coli* cells with induced expression of indicated constructs and digested with the 5-methylation-sensitive restriction enzyme HaeIII. C. Unmethylated lambda DNA was treated with MTases indicated and digested with HaeIII. D. SDS-PAGE of purified MTases expressed from indicated constructs.

A

modified cspA 5'UTR  
BamHI  
ZZ  
EcoRI  
Coding  
Strep Tag  
cspA 3'UTR

4000  
1000  
2000  
3000

pCZS  
4,788bp

ColE1 origin

AmpR

lacI

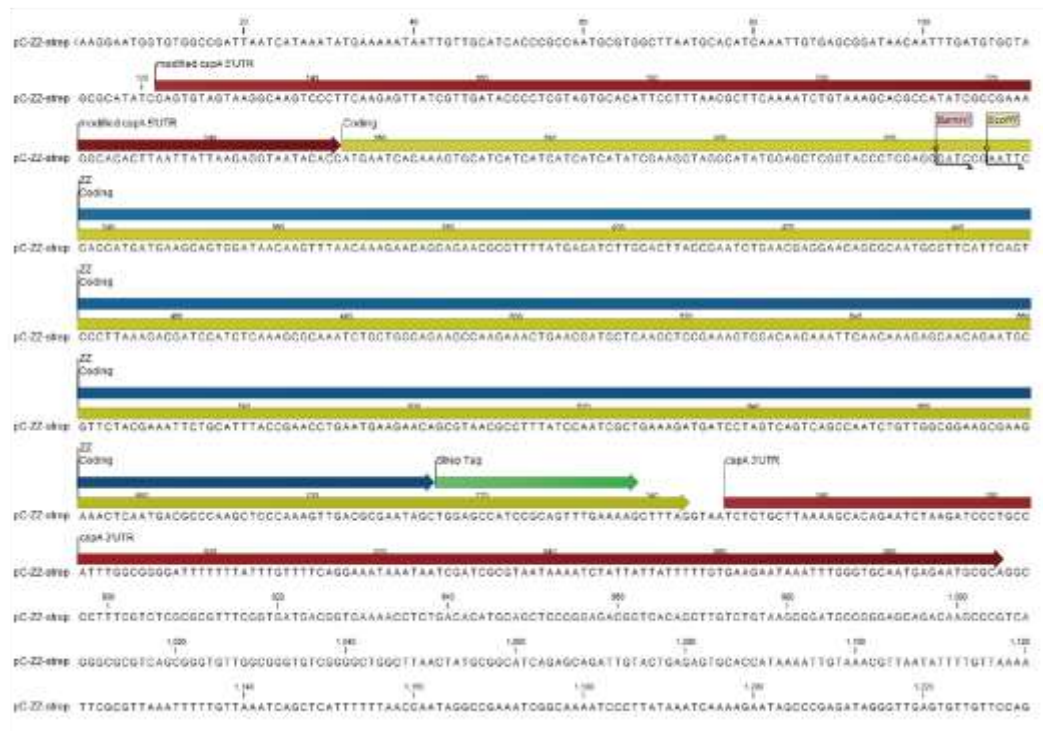

(Continues on the next page)

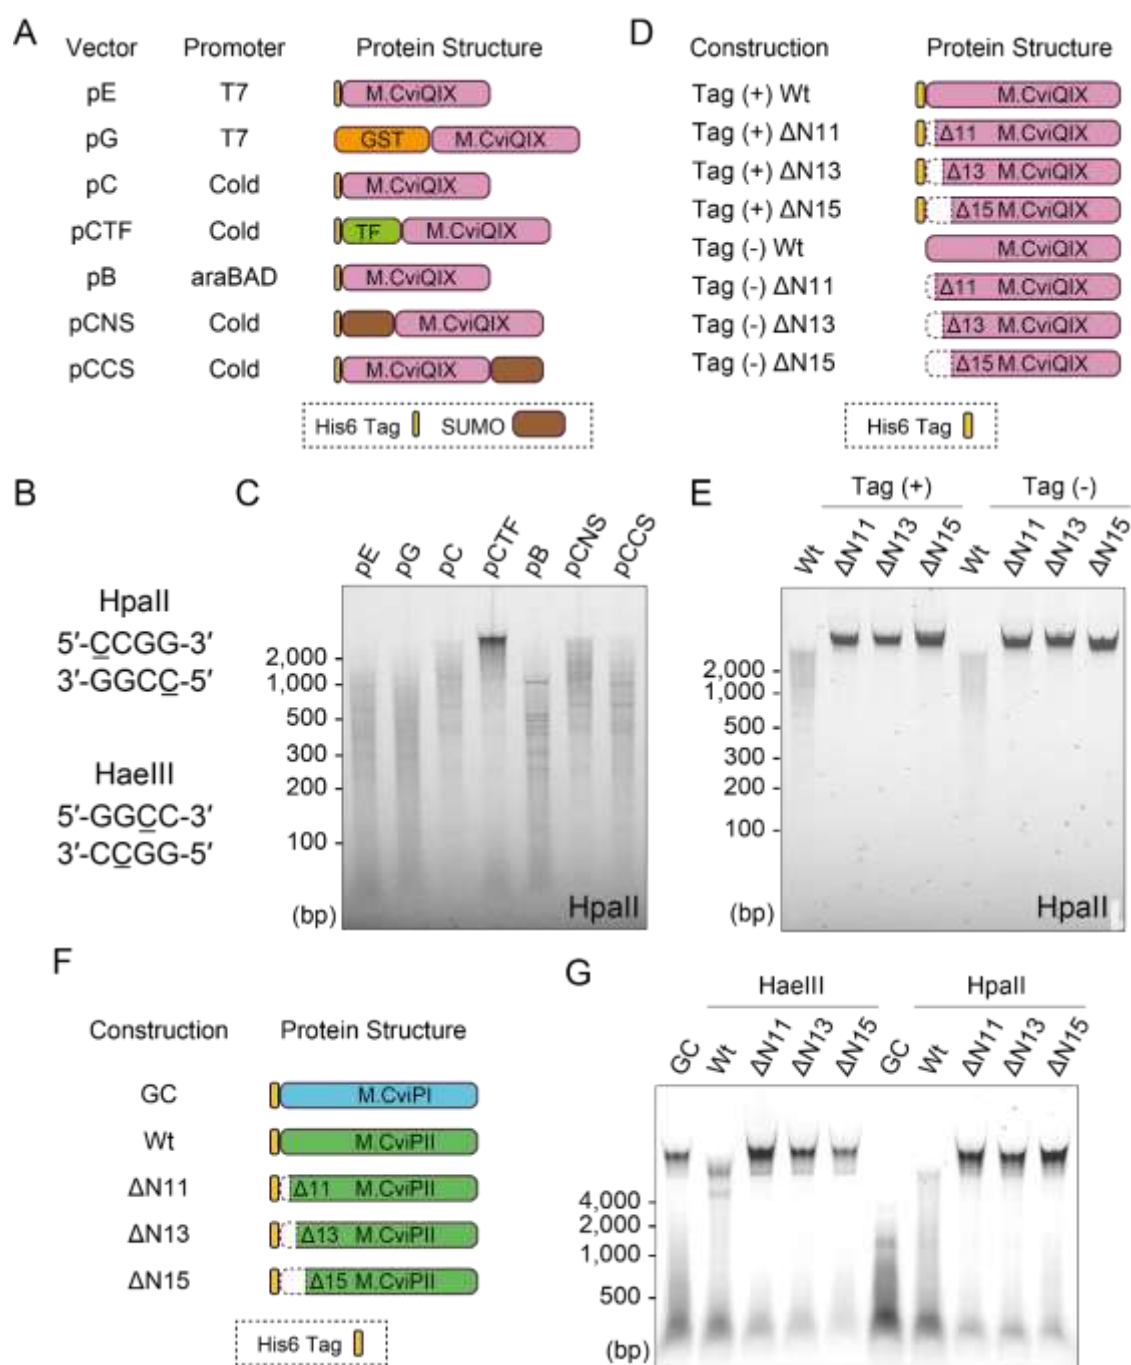

**Fig. S4 Expression of M.CviQIX and M.CviPII from several constructs.**

A. Schemes of constructs used for the expression of M.CviQIX. B. Recognition sequences of restriction enzymes used to investigate methylation states of genomic DNA. When the underlined C is methylated, the activity of the enzymes is inhibited. C. Analysis of methylation states of the genomic DNA extracted from *E. coli* cells with induced expression of M.CviQIX from the constructs shown in A. D. Schemes of N-terminal

deletion mutants of M.CviQIX. A cold shock promoter-based construct was used. E. Digestion assay of genomic DNA extracted from *E. coli* cells harboring the construct shown in D. F. Deletion mutants of M.CviPII were compared. G. Digestion of genomic DNA extracted from *E. coli* cells harboring the constructs in F.

(Continues on the next page)

(Continues on the next page)

(Continues on the next page)

**Fig. S5 PWM-M and M-Logo for MTases.**

PWM-M and M-Logo drawn for methylome data obtained with whole-genome bisulfite sequencing (WGBS) of genomic DNA extracted from *E. coli* cells expressing indicated constructs are shown.

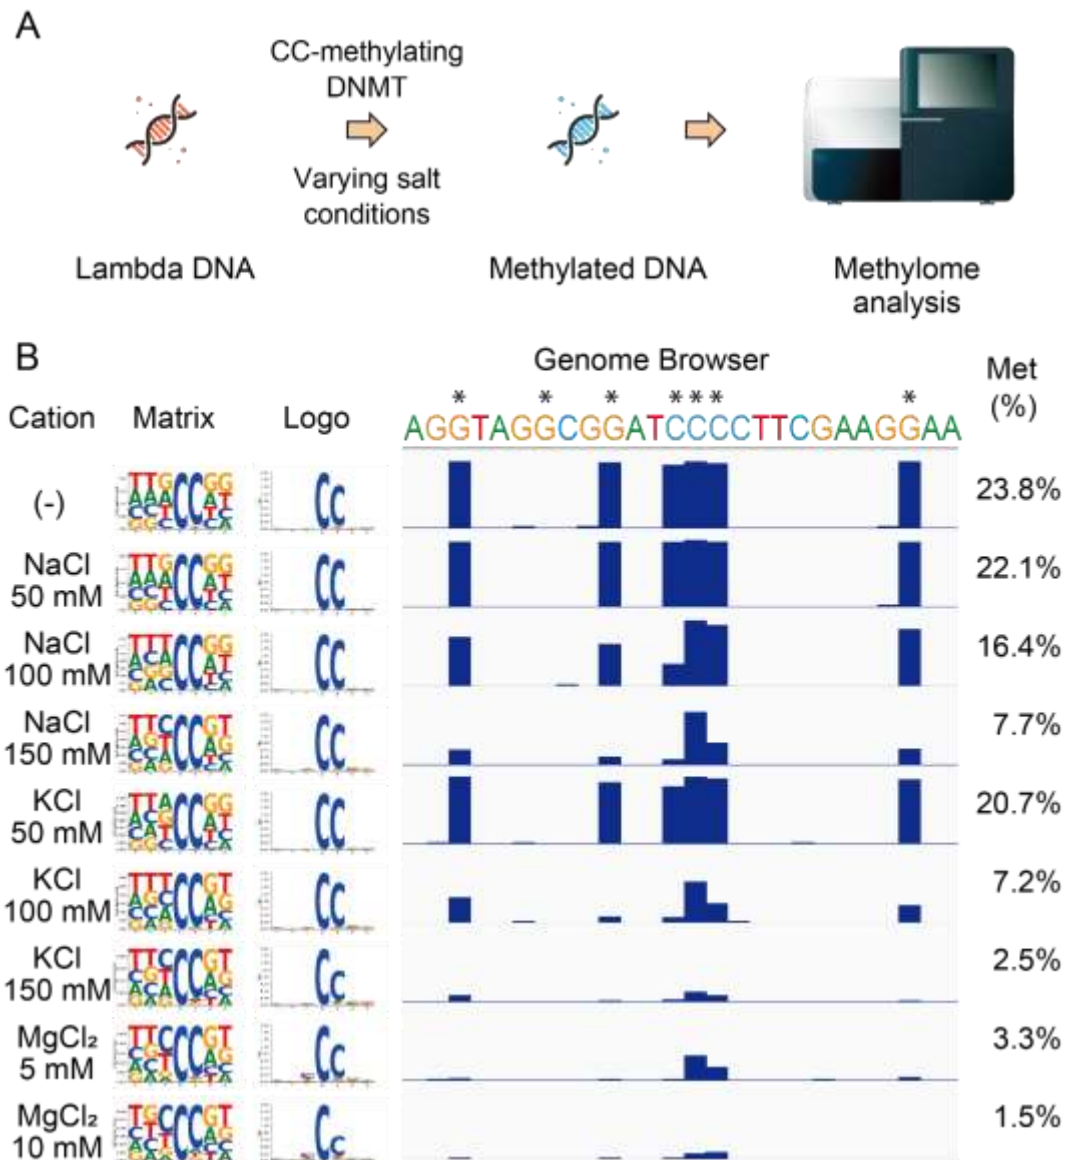

**Fig. S7 Investigation of optimum salt concentrations for CCMT.**

A. Strategy used for the analysis. Unmethylated lambda DNA served as substrate for CCMT, and then WGBS was conducted. B. Methylation levels observed at different salt concentrations. The assays were performed in 50- $\mu$ L reactions that contain 50 mM Tris-HCl (pH8.5), 160  $\mu$ M S-adenosylmethionine, salts indicated, 1  $\mu$ g of unmethylated lambda DNA, and 1  $\mu$ g of purified CCMT. After incubation at 37 °C for 1 h, DNA was purified and used for WGBS. PMM-M (Matrix), M-Logo (Logo), a representative genome browser shot showing methylation levels for individual cytosines, and mean methylation levels of entire lambda DNA are shown for conditions investigated. The

asterisks at the top of the browser shot indicate the position to be methylated by CCMT.

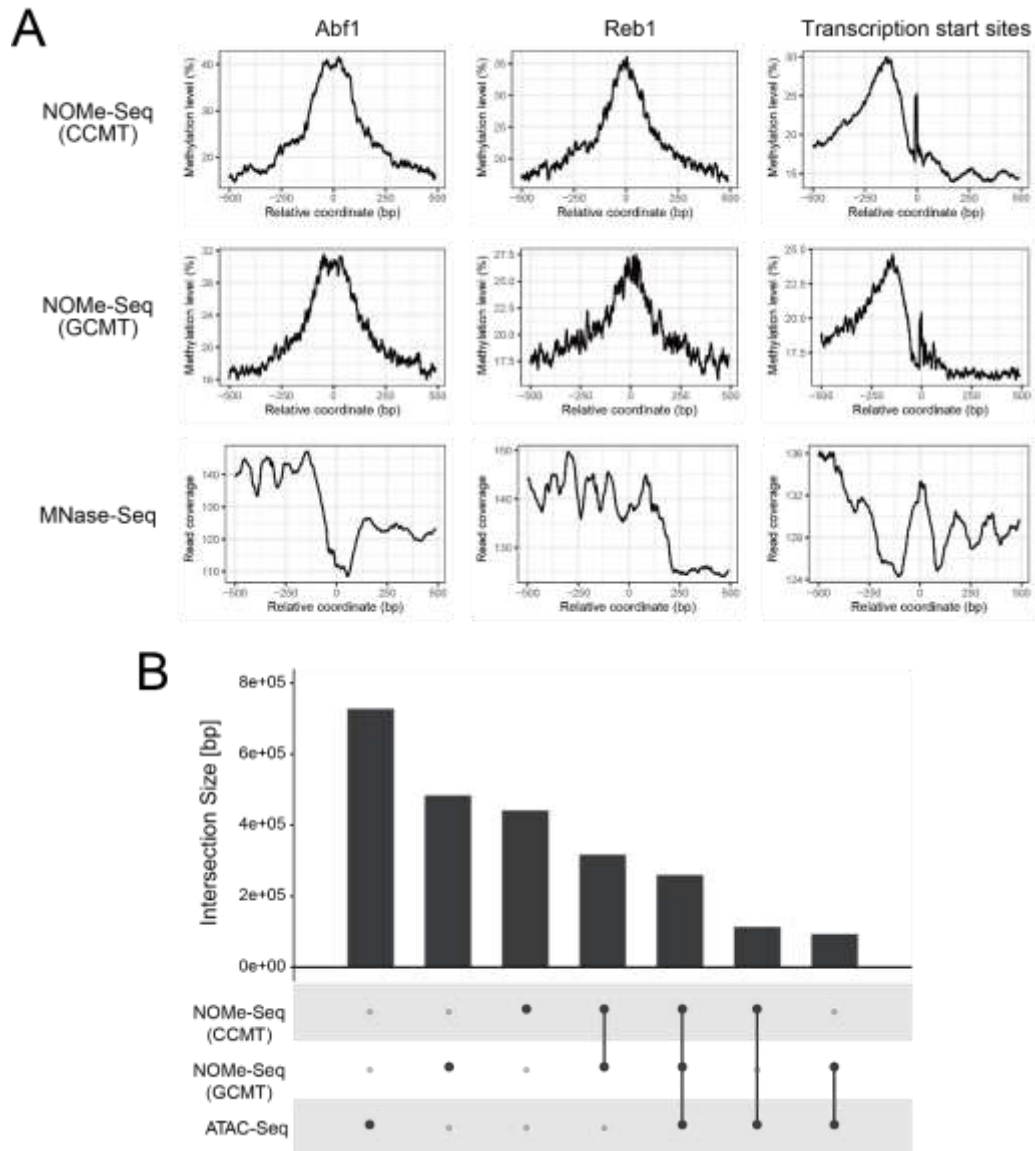

**Fig. S8 Analysis of fixed budding yeast nuclei with GCMT- and CCMT-based NOMe-Seq.**

A. Aggregation plots for methylation levels of GCMT-, CCMT-based NOMe-Seq, and mapped read coverage of MNase-seq. The X axis shows the relative coordinates from the genomic features indicated and the Y axis shows the mean DNA methylation levels (NOMe-Seq) and mapped read coverage (MNase-seq). B. Upset plot showing the overlapping peaks identified with GCMT- and CCMT-based NOMe-Seq and ATAC-Seq.

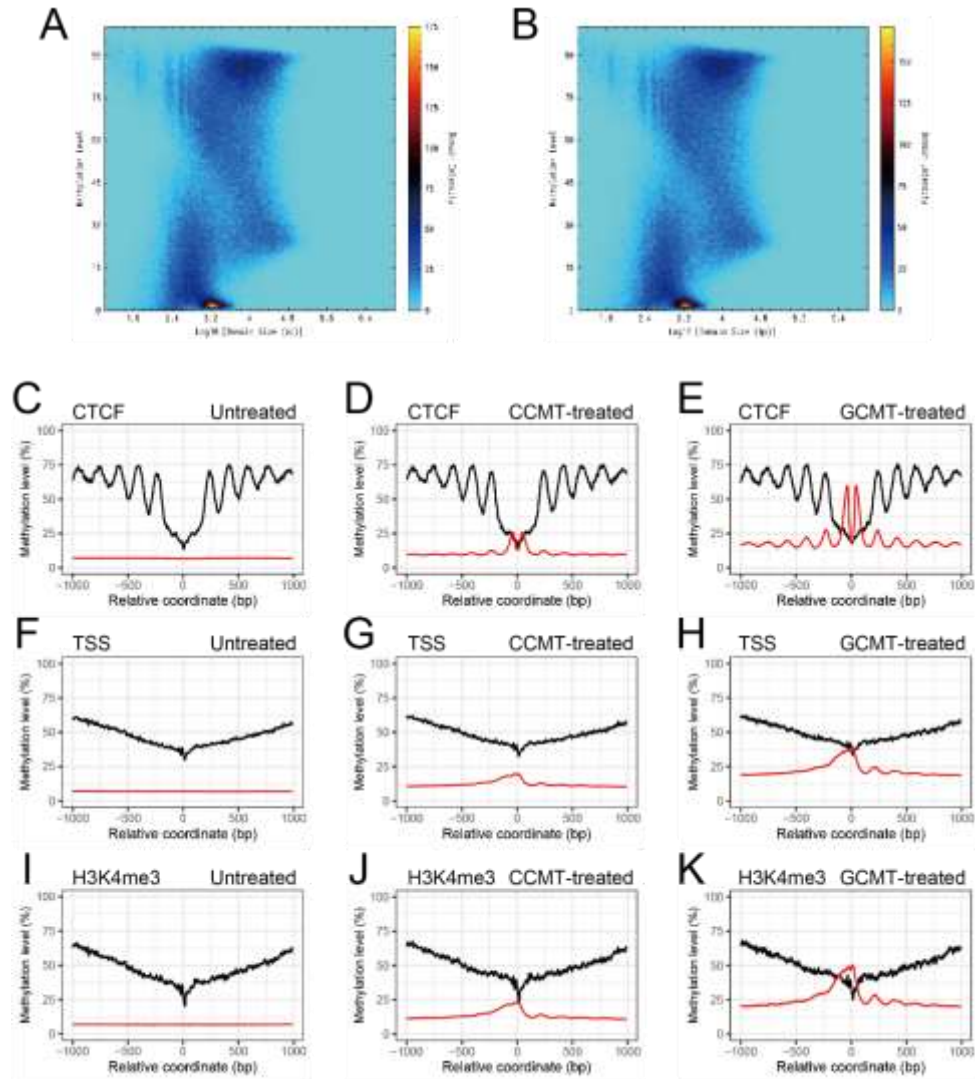

**Fig. S9 NOMe-Seq analysis of IMR-90 cells.**

A and B. Methylation domain landscape plots for untreated (A) and CCMT-treated (B) IMR-90 cells. The X-axis indicates the domain size, and the Y-axis shows the mean methylation level of the domains. C–K. Aggregation plots centered on the genomic features indicated. The methylation levels of untreated (C, F, and I), CCMT-treated (D, G, and J), and GCMT-treated (E, H, and K) cells are shown. For GCMT-based NOMe-Seq, data from Kelly et al. were used. Black lines indicate the intrinsic methylation levels at CG sites (untreated and CCMT-treated cells) and HCG sites (GCMT-treated cells). Red lines denote the methylation levels induced with MTases at CC sites (untreated and

CCMT-treated cells) and GCH sites (GCMT-treated cells).

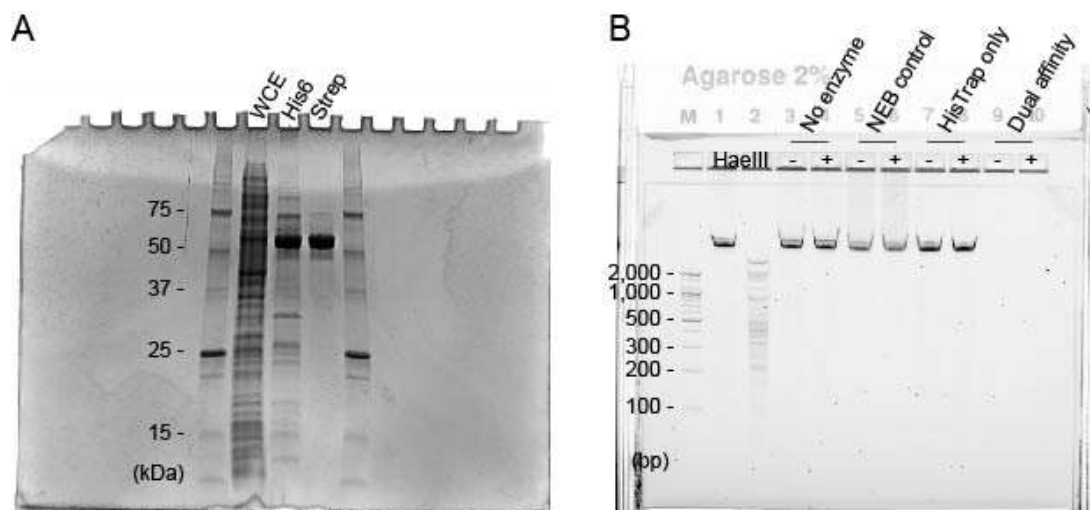

**Fig. S10 Dual-affinity purification strategy used to purify the candidate MTases**  
**(The original gel images for Fig. 2B and 2C).**

A. The original gel image for Fig. 2B. B. The original gel image for Fig. 2C.

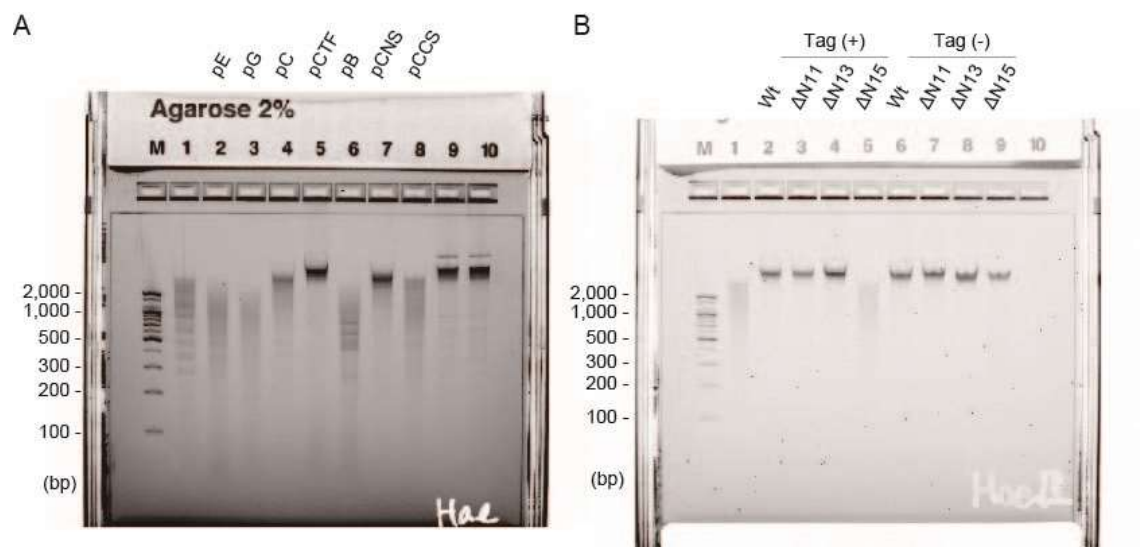

**Fig. S11 N-terminal extension of *M. CviQIX* has an inhibitory effect on DNA methylation (The original gel images for Fig. 3C and 3E).**

A. The original gel image for Fig. 3C. B. The original gel image for Fig. 3E.

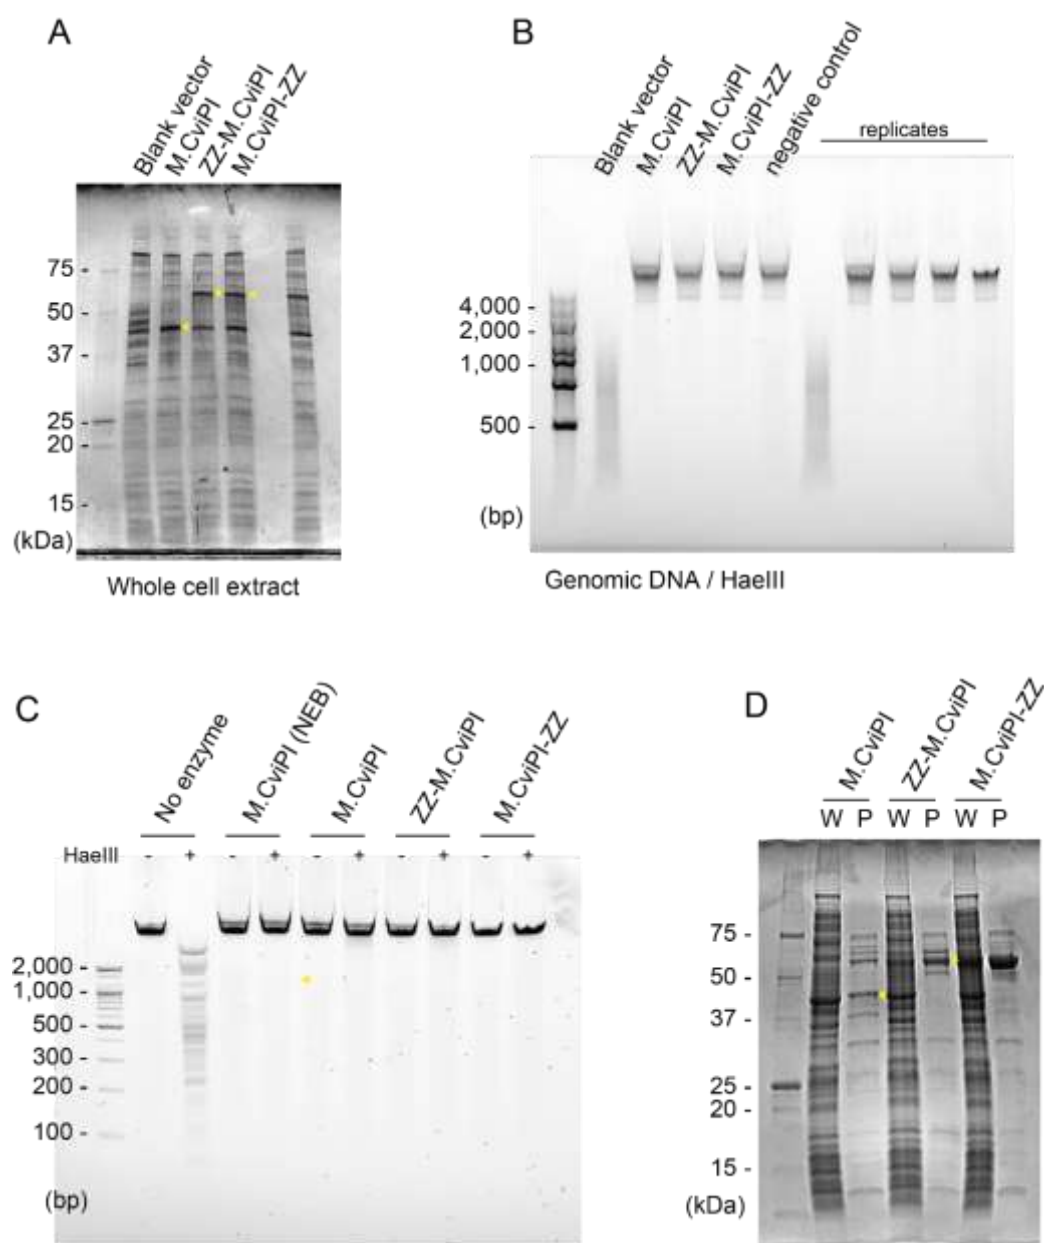

**Fig. S12 Expression and purification of M.CviPI. (The original gel images for Fig. S2)**

A. The original gel image for Fig. S2A. B. The original gel image for Fig. S2B. C. The original gel image for Fig. S2C. D. The original gel image for Fig. S2D.

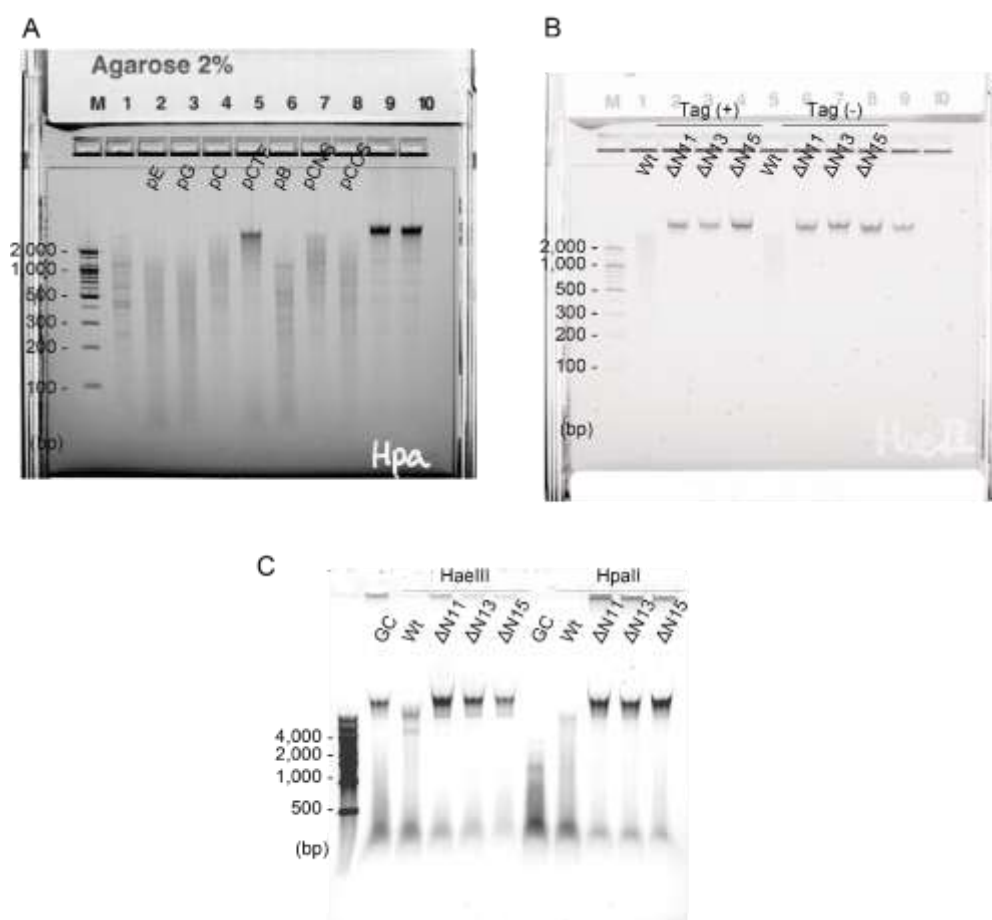

**Fig. S13 Expression of M.CviQIX and M.CviPII from several constructs. (The original gel images for Fig. S4)**

A. The original gel image of Fig. S4C. B. The original gel image of Fig. S4E. C. The original gel image of Fig. S4G.

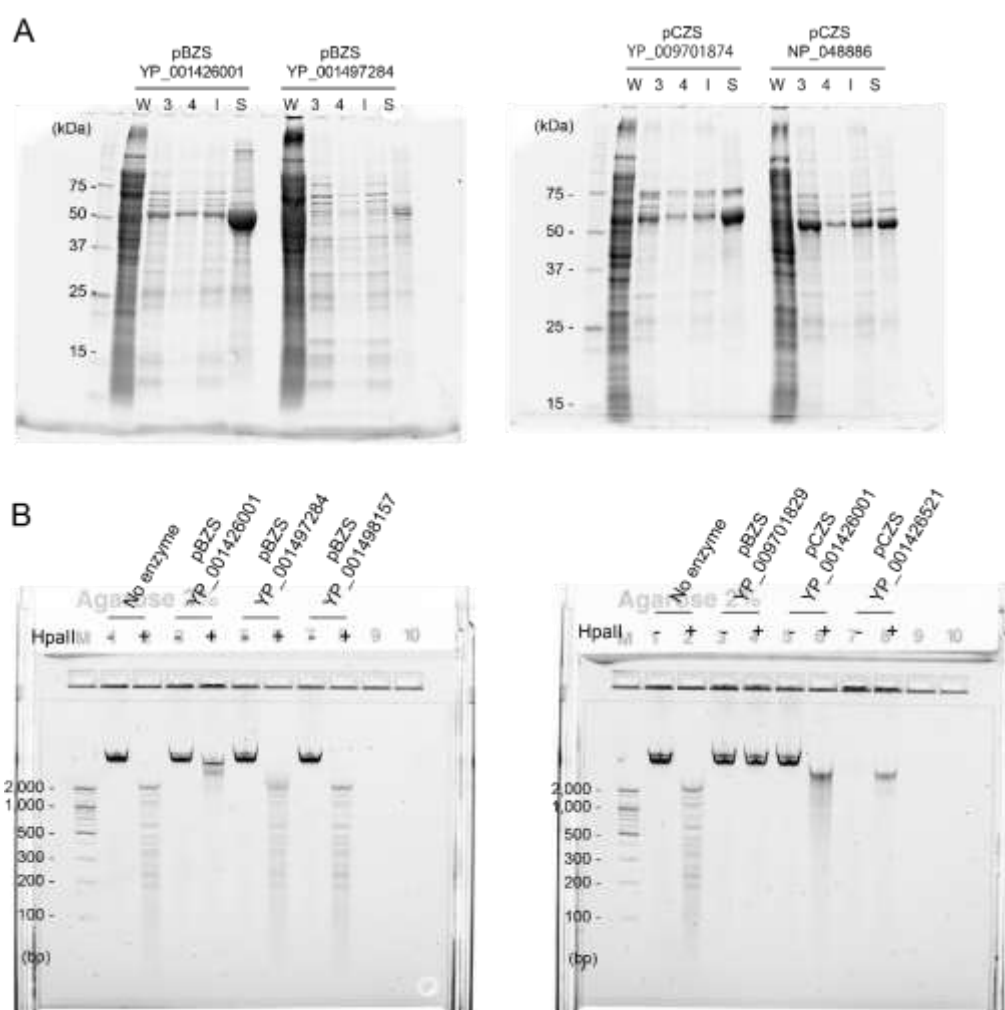

**Fig. S14 Purification of MTases and their activities. (The original gel images for Fig. S6)**

A. The original gel image for Fig. S6A. B. The original gel image for Fig. S6B.

## **Supplementary tables**

### **Table S1**

Table S1 is provided as an excel file.

**Table S2 Basic statistics of the methylome data of fixed yeast nuclei.**

**Table S3 Basic statistics of the methylome data of IMR-90 cells.**

## Supplementary information

### Sequences synthesized in the current study

The restriction sites are indicated with underlines.

>M.CviPI

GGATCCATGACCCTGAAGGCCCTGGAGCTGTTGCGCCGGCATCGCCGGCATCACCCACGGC  
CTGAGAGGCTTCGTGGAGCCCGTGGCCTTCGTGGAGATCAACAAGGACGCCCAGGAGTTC  
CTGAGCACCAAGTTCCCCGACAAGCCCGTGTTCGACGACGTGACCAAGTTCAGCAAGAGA  
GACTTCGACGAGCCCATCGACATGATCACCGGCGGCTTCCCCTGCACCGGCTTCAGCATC  
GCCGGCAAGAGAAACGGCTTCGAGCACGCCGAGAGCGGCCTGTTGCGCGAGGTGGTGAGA  
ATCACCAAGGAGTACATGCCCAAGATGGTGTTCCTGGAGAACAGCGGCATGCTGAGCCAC  
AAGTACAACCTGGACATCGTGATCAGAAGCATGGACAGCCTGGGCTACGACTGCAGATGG  
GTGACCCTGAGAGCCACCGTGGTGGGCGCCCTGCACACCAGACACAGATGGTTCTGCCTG  
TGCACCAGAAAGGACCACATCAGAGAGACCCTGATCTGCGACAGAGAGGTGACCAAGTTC  
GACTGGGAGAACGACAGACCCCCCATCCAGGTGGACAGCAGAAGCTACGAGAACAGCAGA  
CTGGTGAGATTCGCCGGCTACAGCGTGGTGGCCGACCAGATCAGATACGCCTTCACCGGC  
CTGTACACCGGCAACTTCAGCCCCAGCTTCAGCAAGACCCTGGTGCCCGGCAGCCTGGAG  
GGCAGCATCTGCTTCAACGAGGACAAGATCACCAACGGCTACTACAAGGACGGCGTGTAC  
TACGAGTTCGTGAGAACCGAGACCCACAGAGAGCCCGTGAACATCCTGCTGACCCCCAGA  
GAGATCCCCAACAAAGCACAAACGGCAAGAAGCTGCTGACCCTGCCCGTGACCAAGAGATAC  
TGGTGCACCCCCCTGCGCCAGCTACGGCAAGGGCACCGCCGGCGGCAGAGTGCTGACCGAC  
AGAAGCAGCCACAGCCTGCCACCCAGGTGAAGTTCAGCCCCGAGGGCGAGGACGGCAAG  
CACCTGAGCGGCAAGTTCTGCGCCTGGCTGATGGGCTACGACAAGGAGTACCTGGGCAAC  
CTGCTGGAGTACGAATTC

>M.CviPII

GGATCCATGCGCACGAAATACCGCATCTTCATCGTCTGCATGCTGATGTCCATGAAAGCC  
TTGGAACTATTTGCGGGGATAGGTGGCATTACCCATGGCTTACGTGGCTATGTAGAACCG  
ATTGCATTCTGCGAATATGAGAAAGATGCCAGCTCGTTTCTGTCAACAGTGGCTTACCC  
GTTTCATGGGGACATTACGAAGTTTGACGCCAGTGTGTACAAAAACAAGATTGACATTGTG  
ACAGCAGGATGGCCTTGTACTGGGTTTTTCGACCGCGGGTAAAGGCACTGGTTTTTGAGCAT  
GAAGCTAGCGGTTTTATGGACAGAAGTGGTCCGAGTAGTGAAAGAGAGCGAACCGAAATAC  
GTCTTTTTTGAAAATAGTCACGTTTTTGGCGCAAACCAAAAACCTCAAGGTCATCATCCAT  
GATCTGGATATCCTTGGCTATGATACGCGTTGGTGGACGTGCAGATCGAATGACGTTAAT  
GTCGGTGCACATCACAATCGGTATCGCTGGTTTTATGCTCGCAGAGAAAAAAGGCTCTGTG  
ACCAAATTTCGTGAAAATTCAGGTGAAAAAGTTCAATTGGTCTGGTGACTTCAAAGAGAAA  
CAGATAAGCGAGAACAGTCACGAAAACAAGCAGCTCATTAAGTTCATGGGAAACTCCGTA  
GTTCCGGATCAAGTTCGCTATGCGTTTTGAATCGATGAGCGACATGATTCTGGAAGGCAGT  
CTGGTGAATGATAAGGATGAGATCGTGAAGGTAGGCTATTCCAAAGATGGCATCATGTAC  
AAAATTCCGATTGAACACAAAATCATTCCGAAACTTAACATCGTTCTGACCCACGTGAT  
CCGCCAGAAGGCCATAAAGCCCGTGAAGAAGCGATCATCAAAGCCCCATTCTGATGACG  
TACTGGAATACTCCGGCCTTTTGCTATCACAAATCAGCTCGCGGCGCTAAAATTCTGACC  
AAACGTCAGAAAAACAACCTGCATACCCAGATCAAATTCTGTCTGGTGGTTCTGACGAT  
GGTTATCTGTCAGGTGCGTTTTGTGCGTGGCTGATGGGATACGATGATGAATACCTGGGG  
GATCTTATGCACTATGAATTC

>M.CviQIX

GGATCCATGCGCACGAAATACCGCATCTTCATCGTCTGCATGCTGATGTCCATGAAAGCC  
TTGGAAC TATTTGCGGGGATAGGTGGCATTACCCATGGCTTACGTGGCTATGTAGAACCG  
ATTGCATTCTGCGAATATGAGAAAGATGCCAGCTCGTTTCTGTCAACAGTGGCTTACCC  
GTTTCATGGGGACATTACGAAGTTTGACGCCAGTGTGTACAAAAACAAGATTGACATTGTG  
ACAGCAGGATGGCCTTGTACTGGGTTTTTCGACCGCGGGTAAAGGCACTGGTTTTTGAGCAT  
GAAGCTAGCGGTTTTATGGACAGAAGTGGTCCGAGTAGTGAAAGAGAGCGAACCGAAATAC  
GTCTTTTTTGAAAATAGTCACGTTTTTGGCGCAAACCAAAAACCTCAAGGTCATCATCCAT  
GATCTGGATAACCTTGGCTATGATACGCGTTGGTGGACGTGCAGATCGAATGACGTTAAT  
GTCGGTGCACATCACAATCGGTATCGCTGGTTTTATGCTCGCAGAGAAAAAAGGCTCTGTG  
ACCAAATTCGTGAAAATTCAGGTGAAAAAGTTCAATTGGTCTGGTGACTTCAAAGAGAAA  
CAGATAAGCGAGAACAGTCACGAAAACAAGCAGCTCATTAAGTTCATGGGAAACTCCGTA  
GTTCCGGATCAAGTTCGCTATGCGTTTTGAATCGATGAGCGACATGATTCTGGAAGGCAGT  
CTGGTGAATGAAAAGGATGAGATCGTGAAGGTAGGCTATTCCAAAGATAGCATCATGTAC  
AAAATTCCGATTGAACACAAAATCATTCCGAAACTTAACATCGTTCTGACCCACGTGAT  
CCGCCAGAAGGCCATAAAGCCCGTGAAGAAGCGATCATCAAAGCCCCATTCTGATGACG  
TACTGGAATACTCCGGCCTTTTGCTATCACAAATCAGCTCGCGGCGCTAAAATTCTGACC  
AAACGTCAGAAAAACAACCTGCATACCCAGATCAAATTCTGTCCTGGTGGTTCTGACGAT  
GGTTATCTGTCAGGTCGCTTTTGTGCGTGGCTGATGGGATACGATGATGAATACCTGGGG  
GATCTTATGCACTATGAATTC

>NP\_048873

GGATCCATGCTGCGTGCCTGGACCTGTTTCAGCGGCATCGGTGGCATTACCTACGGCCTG  
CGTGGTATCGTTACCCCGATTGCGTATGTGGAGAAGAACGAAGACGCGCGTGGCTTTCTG  
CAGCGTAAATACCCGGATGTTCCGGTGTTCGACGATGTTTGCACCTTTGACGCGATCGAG  
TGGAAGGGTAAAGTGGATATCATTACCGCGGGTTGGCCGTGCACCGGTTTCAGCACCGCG  
GGCAAGGGCACC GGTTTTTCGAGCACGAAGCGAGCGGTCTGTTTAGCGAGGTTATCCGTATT  
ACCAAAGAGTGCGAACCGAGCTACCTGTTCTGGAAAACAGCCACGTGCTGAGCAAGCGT  
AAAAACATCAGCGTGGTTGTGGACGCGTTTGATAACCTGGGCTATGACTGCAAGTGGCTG  
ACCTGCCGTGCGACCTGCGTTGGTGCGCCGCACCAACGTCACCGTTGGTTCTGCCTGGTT  
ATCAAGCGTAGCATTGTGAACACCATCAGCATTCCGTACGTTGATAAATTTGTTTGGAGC  
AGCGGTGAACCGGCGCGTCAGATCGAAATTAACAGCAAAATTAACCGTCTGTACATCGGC  
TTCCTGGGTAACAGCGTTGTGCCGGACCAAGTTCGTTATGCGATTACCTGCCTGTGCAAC  
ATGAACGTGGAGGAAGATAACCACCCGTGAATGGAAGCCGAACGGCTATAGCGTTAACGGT  
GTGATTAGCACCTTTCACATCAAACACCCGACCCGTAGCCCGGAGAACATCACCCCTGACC  
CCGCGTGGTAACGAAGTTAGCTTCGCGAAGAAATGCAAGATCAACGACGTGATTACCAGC  
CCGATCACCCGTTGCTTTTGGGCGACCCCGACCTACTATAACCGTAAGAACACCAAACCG  
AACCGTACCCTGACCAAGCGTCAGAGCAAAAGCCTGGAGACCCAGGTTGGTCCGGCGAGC  
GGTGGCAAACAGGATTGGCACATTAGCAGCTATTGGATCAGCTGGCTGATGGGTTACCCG  
GAACAATATCTGCACATGGAATTC

>NP\_048886

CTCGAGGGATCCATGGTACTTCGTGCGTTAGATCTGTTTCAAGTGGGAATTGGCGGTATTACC  
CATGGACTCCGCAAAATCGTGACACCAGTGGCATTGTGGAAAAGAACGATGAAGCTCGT  
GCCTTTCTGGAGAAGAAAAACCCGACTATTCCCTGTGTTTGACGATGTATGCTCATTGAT  
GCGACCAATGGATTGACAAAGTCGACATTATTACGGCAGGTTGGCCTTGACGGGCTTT  
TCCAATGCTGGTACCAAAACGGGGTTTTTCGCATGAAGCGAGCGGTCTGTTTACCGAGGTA  
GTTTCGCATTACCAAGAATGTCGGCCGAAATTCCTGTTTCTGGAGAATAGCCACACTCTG  
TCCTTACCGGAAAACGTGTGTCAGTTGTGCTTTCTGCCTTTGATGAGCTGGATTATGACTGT  
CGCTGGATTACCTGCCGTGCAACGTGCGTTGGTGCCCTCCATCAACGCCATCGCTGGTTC  
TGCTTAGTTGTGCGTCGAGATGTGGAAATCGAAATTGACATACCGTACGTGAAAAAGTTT  
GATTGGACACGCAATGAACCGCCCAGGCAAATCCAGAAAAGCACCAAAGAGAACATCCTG  
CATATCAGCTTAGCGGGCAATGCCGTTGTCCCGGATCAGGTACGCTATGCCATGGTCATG  
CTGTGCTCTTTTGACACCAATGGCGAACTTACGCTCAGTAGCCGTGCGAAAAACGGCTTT  
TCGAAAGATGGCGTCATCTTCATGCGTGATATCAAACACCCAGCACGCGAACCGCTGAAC  
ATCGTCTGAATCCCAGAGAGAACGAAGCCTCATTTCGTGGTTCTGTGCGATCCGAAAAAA  
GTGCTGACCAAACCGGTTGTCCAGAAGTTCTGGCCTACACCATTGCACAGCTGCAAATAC  
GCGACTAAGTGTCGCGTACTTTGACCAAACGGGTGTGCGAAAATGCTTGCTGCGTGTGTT  
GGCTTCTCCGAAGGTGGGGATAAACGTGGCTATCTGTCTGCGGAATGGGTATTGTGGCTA  
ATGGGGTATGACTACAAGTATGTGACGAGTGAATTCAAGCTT

>NP\_049039

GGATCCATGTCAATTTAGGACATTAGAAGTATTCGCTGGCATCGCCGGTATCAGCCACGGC  
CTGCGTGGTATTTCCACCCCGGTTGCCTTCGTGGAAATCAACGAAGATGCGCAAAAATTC  
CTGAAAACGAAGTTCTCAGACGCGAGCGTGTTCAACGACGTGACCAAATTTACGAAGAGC  
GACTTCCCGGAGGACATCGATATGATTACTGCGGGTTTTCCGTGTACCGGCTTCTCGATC  
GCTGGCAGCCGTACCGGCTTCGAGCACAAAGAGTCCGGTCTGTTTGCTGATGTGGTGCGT  
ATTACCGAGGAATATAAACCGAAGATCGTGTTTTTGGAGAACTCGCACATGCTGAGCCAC  
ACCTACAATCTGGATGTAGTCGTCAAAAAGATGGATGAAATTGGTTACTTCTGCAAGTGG  
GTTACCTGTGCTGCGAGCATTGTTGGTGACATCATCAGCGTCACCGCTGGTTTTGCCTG  
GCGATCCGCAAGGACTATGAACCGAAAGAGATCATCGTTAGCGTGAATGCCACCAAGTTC  
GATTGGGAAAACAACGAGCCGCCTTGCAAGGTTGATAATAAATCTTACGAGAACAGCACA  
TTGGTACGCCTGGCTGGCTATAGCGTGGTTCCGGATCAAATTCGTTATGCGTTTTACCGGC  
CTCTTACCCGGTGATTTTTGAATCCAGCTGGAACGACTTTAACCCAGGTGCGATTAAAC  
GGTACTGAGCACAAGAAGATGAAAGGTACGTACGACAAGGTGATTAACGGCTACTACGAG  
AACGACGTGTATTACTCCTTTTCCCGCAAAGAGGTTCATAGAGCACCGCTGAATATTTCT  
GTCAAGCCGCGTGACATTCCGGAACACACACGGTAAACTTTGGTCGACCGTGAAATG  
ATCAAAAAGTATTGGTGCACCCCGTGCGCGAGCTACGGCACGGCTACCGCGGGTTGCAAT  
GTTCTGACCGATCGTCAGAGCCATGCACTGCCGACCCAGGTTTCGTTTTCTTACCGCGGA  
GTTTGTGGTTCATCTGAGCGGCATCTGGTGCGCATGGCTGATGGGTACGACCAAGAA  
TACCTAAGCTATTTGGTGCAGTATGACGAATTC

>YP\_001426001

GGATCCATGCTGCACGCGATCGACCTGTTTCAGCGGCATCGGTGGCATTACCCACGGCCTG  
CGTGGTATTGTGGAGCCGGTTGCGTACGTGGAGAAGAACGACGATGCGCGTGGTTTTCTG  
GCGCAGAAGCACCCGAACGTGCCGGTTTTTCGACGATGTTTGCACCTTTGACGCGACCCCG  
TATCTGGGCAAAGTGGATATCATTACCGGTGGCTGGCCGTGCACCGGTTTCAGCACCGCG  
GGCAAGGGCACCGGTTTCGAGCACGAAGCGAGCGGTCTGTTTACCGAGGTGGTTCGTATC  
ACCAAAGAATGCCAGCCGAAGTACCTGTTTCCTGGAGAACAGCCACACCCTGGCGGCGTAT  
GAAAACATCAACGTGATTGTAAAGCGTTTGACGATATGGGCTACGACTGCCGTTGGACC  
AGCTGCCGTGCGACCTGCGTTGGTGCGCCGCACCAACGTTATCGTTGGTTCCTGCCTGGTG  
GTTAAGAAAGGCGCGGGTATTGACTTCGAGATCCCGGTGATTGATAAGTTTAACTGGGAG  
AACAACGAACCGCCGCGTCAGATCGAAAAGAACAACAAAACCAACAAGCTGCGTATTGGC  
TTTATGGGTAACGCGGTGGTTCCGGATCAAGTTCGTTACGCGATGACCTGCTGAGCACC  
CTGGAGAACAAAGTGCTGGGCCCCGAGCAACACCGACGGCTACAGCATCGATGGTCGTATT  
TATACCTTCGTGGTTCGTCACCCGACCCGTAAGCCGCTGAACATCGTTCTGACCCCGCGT  
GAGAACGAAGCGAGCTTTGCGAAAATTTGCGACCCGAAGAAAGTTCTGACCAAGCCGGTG  
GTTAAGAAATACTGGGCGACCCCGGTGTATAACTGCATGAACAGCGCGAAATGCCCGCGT  
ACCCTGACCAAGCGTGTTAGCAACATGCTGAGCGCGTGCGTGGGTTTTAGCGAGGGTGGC  
AACA AAAA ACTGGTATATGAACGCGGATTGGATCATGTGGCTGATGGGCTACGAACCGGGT  
TATCTGAGCCACGAATTC

>YP\_001426380

GGATCCATGAACGCGCTGGAAC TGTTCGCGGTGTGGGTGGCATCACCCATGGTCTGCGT  
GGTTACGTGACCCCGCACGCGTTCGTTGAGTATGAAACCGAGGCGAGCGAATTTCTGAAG  
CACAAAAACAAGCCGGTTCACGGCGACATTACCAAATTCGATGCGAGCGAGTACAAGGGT  
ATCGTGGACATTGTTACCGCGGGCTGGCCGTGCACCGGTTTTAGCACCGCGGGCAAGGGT  
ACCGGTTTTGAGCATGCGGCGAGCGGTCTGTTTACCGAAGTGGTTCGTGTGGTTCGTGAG  
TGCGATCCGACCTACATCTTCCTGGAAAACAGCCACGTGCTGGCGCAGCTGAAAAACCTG  
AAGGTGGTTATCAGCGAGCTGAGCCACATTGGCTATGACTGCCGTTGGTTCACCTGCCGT  
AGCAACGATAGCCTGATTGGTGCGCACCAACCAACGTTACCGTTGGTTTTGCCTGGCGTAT  
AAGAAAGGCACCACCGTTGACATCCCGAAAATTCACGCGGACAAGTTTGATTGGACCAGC  
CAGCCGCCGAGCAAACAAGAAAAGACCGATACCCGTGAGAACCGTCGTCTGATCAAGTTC  
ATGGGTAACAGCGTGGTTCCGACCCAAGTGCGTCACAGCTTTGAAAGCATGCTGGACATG  
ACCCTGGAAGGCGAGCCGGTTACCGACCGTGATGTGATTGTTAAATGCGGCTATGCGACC  
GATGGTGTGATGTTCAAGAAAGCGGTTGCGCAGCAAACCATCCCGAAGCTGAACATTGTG  
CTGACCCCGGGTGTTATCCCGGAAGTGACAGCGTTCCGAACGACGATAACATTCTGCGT  
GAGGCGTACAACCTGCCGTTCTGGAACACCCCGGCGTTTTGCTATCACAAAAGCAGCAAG  
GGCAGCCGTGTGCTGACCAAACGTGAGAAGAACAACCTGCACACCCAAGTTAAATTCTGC  
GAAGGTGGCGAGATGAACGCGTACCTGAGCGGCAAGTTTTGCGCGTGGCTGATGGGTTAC  
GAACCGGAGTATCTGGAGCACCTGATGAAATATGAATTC

>YP\_001426521

GGATCCATGAAGGCGCTGGAAC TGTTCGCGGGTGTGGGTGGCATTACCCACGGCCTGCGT  
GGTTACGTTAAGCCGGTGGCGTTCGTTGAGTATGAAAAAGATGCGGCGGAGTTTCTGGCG  
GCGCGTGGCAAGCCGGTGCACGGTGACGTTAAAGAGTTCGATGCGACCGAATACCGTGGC  
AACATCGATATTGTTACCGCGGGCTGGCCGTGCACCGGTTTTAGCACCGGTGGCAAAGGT  
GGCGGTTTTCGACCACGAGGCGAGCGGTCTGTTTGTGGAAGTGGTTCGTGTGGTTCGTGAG  
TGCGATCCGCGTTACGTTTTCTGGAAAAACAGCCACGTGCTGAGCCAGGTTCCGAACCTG  
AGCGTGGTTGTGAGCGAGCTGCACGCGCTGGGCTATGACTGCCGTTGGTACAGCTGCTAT  
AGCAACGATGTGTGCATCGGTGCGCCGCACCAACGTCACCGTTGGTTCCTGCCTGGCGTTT  
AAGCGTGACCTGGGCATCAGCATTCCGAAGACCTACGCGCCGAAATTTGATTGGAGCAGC  
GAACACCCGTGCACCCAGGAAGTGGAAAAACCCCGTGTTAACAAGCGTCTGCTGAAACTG  
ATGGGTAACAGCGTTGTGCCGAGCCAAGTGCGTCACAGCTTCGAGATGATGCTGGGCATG  
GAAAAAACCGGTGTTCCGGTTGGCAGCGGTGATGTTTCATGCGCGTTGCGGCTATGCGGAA  
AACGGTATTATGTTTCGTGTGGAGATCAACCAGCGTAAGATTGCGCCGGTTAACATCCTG  
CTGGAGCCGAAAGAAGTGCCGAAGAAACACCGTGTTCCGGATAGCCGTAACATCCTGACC  
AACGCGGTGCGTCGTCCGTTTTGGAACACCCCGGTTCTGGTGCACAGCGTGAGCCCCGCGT  
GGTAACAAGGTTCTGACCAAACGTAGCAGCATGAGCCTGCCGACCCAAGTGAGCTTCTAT  
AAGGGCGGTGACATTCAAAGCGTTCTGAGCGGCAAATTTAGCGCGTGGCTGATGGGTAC  
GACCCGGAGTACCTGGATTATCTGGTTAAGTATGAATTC

>YP\_001497284

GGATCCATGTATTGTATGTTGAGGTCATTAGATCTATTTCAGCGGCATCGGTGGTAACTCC  
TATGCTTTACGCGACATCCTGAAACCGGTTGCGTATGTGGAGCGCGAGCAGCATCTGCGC  
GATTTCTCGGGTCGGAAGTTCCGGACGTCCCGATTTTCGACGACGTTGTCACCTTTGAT  
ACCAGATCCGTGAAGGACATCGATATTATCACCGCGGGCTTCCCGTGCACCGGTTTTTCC  
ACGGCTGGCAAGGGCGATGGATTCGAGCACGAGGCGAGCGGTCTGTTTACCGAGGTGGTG  
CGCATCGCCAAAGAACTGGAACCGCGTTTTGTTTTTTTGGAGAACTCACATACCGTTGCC  
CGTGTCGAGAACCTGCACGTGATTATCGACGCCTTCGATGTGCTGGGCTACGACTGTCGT  
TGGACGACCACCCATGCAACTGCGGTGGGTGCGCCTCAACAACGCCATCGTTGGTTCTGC  
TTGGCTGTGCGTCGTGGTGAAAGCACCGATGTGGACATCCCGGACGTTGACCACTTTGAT  
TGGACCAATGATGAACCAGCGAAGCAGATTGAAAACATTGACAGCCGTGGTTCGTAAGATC  
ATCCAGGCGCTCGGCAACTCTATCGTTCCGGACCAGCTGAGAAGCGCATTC AAGACCATT  
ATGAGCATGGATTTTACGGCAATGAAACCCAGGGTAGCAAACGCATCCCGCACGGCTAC  
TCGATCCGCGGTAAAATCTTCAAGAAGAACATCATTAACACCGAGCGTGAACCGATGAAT  
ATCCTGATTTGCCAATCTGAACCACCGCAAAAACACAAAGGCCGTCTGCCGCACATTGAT  
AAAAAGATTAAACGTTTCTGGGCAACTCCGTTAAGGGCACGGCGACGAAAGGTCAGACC  
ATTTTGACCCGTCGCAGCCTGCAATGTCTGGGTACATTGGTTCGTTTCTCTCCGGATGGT  
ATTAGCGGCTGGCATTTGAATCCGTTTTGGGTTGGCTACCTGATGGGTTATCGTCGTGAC  
TTCTTCGAGGAATTTGAATTC

>YP\_001497607

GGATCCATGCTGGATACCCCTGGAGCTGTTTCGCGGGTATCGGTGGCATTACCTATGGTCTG  
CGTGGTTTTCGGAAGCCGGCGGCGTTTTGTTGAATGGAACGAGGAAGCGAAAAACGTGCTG  
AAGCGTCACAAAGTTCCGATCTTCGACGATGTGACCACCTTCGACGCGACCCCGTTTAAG  
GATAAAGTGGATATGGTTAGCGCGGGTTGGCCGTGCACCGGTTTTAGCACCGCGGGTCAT  
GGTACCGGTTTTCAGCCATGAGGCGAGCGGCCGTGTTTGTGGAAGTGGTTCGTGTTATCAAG  
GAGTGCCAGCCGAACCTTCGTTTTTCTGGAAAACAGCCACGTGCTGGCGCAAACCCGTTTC  
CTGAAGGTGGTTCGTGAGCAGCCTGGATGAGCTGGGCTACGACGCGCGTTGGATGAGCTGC  
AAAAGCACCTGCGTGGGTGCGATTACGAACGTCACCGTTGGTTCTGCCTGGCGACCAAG  
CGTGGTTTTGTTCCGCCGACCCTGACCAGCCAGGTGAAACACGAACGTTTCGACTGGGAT  
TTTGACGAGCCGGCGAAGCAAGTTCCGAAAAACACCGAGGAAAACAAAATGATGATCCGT  
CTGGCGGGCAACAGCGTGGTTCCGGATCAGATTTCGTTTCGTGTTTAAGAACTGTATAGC  
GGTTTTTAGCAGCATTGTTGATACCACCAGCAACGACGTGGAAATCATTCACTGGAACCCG  
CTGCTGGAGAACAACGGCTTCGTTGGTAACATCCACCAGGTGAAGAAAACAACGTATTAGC  
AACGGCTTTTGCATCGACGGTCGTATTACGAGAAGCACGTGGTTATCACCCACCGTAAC  
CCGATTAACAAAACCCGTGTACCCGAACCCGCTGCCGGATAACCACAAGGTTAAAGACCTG  
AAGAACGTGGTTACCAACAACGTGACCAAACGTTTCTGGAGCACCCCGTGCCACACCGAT  
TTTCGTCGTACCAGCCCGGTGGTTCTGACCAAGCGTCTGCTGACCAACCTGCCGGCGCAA  
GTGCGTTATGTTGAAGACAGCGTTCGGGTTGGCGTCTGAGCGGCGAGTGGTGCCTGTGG  
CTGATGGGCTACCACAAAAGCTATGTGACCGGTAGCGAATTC

>YP\_001497877

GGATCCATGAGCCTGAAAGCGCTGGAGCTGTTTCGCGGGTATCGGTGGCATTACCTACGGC  
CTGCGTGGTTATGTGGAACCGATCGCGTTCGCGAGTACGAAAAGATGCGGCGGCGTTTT  
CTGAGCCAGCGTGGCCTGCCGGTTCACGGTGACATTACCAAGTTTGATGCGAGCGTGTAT  
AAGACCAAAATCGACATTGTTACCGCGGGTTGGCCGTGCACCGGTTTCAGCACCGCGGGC  
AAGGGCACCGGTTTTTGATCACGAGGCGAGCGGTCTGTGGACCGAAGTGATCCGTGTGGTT  
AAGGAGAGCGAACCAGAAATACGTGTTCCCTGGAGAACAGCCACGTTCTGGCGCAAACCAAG  
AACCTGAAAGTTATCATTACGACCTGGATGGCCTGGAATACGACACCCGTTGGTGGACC  
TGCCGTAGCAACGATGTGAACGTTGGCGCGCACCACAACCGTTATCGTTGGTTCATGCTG  
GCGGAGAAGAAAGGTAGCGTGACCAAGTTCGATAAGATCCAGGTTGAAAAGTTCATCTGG  
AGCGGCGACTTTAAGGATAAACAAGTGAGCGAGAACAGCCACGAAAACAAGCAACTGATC  
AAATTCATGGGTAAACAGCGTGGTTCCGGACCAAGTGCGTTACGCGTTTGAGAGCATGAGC  
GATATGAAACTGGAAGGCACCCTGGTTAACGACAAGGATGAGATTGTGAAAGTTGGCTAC  
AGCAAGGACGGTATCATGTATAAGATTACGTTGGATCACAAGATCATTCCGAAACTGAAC  
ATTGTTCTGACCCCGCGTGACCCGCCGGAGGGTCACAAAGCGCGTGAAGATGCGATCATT  
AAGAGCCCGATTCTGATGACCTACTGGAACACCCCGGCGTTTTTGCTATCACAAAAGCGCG  
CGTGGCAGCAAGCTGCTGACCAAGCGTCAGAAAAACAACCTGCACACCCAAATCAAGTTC  
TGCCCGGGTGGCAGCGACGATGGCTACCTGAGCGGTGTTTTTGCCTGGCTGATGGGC  
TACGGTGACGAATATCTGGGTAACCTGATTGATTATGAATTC

>YP\_001497893

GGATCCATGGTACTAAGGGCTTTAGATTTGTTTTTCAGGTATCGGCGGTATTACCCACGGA  
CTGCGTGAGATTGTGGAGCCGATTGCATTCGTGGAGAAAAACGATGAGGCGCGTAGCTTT  
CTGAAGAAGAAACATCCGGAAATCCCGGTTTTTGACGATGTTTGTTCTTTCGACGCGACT  
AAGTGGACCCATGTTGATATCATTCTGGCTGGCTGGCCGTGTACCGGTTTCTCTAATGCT  
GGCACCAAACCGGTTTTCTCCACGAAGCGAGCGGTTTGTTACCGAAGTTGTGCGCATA  
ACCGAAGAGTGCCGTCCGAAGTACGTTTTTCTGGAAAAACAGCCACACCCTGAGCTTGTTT  
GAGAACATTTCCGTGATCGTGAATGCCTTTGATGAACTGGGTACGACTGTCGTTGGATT  
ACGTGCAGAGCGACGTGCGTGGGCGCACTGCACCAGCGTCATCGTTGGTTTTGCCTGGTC  
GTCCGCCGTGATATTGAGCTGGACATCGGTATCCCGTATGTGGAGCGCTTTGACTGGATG  
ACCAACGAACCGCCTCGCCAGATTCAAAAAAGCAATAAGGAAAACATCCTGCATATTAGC  
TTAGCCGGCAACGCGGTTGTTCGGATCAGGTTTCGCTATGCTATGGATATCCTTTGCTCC  
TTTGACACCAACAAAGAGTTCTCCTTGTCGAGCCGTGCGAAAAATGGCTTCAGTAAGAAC  
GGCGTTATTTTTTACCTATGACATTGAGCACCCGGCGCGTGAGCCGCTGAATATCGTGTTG  
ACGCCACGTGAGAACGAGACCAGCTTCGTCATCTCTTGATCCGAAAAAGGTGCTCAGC  
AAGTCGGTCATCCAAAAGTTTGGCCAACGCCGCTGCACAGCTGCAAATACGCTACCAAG  
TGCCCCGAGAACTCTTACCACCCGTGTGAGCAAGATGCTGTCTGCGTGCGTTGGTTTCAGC  
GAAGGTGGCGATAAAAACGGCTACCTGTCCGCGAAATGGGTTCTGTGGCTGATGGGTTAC  
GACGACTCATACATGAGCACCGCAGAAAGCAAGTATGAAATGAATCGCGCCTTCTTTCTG  
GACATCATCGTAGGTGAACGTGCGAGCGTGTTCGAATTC

>YP\_001497965

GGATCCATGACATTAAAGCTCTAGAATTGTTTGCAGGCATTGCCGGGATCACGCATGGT  
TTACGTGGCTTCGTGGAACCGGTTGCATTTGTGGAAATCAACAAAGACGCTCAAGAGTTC  
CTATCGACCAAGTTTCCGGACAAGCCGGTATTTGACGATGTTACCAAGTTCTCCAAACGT  
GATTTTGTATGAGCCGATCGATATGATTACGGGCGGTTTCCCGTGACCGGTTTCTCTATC  
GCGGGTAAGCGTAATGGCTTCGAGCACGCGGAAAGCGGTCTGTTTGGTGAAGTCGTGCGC  
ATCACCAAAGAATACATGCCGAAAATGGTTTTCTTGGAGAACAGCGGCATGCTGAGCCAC  
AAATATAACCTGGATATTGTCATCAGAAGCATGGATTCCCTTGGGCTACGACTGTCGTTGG  
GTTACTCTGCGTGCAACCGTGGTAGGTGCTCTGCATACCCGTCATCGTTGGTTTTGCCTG  
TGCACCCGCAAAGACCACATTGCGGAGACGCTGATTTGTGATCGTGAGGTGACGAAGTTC  
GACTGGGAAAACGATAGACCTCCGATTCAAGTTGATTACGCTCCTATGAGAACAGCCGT  
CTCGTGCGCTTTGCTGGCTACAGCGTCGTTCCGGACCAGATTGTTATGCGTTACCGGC  
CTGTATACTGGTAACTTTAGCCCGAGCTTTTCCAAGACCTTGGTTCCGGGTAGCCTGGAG  
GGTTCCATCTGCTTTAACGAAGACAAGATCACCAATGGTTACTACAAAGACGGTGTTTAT  
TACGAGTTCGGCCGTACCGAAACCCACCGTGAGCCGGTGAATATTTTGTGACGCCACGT  
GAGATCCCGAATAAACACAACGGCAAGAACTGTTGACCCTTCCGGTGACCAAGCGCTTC  
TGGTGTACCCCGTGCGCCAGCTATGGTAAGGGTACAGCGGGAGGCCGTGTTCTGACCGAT  
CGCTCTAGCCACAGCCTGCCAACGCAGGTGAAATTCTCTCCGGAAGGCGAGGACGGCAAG  
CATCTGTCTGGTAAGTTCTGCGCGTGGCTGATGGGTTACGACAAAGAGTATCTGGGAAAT  
CTGCTGGAGTACGAATTC

>YP\_001498157

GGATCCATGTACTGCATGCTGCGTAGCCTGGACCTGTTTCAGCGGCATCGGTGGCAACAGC  
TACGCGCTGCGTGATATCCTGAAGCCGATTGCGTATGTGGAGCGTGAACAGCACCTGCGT  
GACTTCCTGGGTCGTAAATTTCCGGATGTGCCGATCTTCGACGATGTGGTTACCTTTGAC  
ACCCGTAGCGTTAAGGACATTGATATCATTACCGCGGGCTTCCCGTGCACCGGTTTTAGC  
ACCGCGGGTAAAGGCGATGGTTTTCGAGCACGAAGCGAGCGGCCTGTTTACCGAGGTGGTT  
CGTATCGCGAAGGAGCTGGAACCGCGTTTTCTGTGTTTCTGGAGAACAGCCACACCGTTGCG  
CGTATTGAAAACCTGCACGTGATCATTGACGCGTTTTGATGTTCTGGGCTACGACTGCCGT  
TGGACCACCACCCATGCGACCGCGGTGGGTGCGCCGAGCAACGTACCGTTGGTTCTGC  
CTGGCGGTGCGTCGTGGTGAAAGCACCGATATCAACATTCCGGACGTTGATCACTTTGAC  
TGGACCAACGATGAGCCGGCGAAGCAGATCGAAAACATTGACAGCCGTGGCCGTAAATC  
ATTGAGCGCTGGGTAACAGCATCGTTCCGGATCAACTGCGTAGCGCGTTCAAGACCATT  
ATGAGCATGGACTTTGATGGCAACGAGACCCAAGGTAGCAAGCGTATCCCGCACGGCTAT  
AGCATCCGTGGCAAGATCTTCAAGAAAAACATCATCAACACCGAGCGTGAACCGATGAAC  
ATCCTGATTTGCCAGAGCGAACC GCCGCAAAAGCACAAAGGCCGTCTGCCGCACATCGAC  
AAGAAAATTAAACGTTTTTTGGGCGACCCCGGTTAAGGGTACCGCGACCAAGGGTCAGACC  
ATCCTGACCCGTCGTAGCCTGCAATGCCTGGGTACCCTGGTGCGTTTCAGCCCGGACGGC  
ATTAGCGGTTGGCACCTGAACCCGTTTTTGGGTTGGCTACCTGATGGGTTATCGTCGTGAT  
TTCTTTGAGGAGTTCGAATTC

>YP\_001498439

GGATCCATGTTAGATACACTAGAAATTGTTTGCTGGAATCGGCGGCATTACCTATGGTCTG  
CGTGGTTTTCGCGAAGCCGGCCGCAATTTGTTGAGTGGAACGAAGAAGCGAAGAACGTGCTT  
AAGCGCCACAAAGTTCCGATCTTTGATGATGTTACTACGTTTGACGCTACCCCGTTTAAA  
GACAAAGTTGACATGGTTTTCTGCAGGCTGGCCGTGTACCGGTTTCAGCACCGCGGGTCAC  
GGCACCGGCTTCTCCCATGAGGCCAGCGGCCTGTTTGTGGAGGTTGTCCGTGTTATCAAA  
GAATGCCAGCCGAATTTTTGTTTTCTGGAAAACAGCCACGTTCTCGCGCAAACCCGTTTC  
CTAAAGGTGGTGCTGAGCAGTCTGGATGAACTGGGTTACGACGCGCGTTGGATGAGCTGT  
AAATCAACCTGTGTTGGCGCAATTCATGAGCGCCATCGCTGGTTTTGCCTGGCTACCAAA  
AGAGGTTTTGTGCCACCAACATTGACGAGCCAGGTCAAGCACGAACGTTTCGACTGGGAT  
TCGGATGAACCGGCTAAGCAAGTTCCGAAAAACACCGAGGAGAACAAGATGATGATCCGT  
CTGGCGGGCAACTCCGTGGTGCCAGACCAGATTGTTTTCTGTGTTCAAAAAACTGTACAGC  
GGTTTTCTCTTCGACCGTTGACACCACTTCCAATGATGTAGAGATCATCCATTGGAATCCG  
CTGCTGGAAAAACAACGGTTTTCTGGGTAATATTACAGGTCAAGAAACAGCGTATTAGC  
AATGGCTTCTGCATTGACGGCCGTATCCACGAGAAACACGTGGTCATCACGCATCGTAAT  
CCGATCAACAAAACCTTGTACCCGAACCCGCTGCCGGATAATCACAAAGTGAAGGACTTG  
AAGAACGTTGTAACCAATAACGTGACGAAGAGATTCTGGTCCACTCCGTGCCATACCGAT  
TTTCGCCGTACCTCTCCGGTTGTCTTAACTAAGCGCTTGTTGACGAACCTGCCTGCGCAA  
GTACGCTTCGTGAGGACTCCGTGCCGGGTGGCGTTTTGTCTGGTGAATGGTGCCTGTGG  
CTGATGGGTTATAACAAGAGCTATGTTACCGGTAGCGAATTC

>YP\_001498713

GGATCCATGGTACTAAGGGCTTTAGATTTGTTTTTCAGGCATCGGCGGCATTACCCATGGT  
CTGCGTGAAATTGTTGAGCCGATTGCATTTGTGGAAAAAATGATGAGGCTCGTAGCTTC  
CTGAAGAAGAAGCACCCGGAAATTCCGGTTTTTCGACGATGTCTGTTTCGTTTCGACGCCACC  
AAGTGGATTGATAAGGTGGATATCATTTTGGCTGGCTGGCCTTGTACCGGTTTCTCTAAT  
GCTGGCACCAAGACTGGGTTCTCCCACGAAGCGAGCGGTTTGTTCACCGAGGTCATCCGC  
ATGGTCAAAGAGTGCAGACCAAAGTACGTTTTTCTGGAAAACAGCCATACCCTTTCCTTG  
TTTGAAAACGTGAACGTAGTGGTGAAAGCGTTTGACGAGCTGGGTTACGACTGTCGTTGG  
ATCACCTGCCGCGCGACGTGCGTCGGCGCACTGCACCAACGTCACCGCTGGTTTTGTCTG  
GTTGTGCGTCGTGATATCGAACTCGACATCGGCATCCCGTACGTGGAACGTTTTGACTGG  
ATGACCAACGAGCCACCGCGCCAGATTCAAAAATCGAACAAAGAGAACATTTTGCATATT  
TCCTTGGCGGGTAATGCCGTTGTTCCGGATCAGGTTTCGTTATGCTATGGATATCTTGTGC  
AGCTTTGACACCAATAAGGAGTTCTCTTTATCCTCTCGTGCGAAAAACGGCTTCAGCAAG  
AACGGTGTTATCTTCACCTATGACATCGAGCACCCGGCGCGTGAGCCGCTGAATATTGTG  
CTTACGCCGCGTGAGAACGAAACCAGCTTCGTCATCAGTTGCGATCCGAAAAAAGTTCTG  
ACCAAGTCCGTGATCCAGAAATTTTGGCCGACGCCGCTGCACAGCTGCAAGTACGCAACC  
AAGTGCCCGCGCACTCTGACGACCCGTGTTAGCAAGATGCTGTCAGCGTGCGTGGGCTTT  
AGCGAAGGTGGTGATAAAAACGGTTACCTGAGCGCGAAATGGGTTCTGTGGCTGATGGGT  
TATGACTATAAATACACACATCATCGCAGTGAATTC

>YP\_001498777

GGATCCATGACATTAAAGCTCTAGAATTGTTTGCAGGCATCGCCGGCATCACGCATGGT  
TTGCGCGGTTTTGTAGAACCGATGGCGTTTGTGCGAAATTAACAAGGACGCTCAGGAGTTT  
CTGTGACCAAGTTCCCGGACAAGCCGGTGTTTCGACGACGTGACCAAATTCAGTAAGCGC  
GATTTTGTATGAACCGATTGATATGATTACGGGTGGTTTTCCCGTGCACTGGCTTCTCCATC  
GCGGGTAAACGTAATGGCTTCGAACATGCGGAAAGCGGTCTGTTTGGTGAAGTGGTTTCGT  
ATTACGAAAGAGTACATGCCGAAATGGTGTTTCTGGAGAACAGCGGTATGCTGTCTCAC  
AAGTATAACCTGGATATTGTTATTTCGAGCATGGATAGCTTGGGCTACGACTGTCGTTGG  
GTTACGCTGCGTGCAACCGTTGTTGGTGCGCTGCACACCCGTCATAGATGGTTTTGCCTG  
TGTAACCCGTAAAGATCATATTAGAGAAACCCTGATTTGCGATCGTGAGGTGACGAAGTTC  
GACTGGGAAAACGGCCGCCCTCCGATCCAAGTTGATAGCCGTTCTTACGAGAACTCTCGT  
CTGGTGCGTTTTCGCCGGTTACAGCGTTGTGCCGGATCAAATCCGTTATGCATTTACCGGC  
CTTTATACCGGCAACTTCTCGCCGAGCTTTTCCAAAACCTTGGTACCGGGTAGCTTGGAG  
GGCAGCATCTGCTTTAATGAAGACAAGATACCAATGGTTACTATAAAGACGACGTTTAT  
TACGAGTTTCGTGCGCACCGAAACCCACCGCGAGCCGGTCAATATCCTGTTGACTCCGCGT  
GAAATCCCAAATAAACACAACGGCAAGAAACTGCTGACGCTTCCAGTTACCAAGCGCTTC  
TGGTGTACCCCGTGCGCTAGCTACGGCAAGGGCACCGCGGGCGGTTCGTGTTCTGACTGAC  
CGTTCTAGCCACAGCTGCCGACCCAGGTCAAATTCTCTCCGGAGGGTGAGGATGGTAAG  
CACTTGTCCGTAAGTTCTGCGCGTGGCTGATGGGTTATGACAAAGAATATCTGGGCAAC  
CTGTTAGAGTACGAATTC

>YP\_009325790

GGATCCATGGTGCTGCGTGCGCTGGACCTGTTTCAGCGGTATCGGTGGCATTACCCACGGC  
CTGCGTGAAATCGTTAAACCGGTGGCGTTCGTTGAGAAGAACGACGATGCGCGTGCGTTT  
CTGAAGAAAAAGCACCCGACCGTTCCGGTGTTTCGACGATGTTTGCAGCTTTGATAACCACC  
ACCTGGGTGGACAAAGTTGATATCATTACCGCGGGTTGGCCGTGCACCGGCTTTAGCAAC  
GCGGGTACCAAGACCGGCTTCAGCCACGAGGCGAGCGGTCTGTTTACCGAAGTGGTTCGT  
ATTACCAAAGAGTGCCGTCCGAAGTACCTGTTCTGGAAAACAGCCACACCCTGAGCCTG  
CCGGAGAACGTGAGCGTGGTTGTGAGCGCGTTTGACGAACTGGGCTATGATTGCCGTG  
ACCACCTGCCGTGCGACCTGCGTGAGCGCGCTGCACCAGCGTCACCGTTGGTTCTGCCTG  
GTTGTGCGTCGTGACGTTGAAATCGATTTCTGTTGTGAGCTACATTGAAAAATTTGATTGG  
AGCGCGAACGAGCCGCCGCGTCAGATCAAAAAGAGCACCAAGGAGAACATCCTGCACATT  
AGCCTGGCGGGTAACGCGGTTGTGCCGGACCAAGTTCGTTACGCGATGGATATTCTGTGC  
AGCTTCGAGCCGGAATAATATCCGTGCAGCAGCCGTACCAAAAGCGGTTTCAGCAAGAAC  
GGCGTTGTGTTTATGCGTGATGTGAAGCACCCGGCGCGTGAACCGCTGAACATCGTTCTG  
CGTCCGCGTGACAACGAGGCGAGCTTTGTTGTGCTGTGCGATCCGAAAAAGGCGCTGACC  
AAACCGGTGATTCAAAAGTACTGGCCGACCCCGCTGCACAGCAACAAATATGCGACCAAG  
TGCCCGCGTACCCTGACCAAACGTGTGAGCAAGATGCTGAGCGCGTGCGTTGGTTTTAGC  
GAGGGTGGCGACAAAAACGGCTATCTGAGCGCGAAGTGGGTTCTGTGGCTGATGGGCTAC  
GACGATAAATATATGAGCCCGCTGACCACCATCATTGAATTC

>YP\_009665241

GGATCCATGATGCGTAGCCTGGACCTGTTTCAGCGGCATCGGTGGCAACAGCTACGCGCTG  
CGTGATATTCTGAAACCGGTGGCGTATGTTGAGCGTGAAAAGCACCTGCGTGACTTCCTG  
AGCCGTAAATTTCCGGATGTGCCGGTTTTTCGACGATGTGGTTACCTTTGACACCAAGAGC  
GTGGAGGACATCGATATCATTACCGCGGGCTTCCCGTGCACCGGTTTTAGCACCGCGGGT  
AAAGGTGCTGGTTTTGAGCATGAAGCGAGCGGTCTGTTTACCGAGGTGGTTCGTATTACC  
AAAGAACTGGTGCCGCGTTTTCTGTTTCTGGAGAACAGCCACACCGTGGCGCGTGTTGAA  
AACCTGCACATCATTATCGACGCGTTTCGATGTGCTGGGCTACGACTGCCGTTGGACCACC  
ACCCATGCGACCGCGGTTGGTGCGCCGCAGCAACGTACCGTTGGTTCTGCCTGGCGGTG  
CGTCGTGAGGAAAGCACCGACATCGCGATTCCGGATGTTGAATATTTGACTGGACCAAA  
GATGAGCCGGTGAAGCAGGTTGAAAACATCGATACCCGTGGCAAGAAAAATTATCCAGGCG  
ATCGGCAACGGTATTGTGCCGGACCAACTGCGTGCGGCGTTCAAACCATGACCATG  
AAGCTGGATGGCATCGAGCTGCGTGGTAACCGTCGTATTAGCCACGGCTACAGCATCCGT  
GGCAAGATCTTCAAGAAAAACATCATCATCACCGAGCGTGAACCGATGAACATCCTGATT  
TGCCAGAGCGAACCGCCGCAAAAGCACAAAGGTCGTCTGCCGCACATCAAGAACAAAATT  
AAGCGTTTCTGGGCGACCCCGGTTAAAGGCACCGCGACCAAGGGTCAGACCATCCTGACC  
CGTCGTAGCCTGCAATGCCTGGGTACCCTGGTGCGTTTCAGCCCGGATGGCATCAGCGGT  
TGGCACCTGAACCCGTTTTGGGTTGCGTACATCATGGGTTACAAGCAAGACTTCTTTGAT  
GAGTTTGAATTC

>YP\_009665369

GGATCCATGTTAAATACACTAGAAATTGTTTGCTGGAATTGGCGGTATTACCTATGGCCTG  
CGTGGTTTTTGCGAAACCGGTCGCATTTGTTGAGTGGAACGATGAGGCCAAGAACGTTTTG  
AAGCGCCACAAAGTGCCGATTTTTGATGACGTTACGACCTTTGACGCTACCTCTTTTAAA  
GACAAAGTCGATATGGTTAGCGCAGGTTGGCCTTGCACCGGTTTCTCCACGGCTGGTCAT  
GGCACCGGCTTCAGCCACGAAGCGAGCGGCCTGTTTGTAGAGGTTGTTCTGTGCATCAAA  
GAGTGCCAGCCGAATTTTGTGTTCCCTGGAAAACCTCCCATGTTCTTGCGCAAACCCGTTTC  
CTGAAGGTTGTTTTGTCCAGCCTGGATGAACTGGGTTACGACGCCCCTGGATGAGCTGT  
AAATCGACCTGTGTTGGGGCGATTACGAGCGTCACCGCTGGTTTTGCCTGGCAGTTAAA  
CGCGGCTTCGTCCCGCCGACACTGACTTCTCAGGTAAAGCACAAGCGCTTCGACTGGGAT  
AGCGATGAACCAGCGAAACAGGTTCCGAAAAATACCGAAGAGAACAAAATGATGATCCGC  
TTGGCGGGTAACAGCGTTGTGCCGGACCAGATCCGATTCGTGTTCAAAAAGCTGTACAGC  
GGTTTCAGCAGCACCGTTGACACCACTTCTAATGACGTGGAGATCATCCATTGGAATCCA  
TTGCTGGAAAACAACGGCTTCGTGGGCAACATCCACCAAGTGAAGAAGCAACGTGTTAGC  
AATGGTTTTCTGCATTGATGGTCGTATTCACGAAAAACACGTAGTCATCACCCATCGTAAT  
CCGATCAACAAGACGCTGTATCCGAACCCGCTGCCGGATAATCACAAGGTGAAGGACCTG  
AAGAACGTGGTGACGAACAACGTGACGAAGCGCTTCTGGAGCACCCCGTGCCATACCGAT  
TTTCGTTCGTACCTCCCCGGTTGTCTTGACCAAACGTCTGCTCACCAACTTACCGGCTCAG  
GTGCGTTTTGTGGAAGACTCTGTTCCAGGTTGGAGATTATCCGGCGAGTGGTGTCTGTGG  
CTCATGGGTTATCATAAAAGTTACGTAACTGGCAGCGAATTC

>YP\_009665506

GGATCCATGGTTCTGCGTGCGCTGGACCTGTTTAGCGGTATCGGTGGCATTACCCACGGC  
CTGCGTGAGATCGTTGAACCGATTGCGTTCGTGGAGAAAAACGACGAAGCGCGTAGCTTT  
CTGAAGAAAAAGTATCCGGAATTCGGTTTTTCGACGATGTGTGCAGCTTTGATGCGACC  
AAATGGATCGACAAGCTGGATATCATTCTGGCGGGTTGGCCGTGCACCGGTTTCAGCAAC  
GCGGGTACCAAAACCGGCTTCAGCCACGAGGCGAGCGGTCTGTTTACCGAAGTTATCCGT  
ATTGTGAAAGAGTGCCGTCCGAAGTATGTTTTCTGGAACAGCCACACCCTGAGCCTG  
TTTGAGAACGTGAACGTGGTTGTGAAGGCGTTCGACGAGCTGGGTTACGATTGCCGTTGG  
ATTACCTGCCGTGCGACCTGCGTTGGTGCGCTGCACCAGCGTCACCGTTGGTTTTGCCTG  
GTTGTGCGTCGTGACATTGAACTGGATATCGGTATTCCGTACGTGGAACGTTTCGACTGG  
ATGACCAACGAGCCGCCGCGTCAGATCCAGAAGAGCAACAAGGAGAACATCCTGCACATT  
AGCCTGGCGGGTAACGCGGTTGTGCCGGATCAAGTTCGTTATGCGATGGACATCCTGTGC  
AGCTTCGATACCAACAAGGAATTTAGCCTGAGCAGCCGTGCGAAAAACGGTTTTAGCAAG  
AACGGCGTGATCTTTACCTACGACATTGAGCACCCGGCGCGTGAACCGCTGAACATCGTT  
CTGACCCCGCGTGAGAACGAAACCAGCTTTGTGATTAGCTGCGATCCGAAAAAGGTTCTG  
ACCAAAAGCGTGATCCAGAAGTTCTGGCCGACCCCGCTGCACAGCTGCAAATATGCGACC  
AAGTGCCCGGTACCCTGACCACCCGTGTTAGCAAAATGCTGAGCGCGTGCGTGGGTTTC  
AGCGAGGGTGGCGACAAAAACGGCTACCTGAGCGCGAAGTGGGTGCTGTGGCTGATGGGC  
TACGATTATAAGTACATGACCAGCGAATTC

>YP\_009701829

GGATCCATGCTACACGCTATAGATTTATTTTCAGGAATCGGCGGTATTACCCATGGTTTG  
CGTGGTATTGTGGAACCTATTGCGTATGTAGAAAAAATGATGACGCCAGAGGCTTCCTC  
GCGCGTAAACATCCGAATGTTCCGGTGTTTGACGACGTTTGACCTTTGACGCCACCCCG  
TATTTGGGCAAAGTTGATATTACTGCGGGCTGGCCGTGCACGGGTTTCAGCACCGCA  
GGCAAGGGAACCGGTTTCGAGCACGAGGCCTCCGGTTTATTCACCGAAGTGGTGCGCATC  
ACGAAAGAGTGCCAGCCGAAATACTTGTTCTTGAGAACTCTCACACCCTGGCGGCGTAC  
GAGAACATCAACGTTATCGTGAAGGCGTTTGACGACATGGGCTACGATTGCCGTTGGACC  
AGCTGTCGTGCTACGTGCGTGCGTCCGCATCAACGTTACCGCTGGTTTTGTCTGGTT  
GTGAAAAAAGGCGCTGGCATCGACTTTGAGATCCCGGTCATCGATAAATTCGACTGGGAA  
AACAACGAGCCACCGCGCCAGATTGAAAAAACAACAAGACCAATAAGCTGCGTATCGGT  
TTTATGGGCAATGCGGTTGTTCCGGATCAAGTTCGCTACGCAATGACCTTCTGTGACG  
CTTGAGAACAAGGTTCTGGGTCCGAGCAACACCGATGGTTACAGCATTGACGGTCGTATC  
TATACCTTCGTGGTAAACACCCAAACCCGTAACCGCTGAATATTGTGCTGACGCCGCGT  
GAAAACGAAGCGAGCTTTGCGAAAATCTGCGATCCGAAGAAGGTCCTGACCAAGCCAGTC  
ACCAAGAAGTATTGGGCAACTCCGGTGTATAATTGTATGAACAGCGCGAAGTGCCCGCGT  
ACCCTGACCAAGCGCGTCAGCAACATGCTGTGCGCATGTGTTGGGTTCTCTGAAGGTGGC  
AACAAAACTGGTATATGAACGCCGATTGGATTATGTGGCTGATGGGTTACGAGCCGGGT  
TACCTGAGCCACGAATTC

>YP\_009701874

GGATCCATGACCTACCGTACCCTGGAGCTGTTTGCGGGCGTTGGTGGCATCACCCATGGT  
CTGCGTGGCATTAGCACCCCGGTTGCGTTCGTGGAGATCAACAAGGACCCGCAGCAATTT  
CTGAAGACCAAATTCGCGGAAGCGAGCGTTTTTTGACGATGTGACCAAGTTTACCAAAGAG  
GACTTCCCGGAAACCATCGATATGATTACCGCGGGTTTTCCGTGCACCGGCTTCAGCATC  
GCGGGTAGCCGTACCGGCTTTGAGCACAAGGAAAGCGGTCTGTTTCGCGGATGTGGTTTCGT  
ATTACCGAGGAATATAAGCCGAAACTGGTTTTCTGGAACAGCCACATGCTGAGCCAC  
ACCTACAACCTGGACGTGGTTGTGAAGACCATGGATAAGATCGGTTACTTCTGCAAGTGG  
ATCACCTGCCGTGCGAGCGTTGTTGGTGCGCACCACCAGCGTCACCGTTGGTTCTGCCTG  
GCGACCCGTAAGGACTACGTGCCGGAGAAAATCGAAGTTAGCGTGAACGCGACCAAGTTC  
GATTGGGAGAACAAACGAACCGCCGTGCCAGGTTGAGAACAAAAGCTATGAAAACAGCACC  
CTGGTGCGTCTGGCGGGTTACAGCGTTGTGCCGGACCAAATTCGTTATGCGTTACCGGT  
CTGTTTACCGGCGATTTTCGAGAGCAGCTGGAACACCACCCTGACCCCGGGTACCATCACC  
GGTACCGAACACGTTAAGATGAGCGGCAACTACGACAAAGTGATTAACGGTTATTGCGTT  
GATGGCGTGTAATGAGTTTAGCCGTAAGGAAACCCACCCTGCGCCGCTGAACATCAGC  
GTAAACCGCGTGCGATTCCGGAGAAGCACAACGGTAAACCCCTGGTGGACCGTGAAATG  
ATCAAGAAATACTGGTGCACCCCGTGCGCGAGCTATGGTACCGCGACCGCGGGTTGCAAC  
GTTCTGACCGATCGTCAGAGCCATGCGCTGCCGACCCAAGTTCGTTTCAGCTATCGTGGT  
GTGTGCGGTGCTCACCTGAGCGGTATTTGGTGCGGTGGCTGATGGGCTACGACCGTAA  
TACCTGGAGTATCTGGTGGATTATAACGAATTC

>YP\_009702000

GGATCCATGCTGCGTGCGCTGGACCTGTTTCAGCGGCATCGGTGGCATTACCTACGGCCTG  
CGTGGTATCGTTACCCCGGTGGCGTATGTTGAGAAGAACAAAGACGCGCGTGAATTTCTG  
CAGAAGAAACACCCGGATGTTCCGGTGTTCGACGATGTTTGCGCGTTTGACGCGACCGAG  
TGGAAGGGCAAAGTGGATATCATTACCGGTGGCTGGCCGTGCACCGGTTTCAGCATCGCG  
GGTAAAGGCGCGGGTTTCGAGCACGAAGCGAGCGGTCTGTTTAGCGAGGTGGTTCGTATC  
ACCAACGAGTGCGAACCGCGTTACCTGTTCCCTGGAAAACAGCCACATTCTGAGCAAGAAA  
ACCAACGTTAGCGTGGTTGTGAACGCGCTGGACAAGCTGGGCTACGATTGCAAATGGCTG  
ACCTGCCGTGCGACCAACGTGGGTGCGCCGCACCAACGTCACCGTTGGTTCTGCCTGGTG  
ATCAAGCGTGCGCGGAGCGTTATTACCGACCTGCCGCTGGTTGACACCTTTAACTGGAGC  
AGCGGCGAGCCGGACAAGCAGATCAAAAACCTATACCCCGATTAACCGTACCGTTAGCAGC  
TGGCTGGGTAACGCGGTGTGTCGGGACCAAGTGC GTTACGCGTTACCAACCTGAACACC  
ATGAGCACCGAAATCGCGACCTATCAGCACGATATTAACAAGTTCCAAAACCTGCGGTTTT  
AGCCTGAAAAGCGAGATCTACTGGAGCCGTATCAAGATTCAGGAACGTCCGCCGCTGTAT  
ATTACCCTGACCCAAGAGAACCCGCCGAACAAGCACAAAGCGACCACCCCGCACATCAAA  
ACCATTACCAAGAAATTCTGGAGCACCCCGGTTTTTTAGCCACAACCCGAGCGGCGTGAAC  
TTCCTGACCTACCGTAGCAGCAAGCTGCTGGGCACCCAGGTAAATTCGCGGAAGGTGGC  
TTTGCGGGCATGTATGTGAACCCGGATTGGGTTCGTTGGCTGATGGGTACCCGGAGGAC  
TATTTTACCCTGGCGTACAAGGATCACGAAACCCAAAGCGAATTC

How the deposited data were processed for this re-analysis (not part of the article)

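Formaldehyde-fixed nuclei of budding yeast strain S288C were incubated with CCMT or GCMT for 60 min, and the methylation of cytosines was read by bisulfite sequencing of tPBAT libraries. The series holds 2 libraries, 1 per enzyme. Conditions were taken from the GEO labels and the paper. Table S2 lists the CCMT library under another GEO sample than the one used here, and the labels and the methods differ in the concentrations of formaldehyde and detergent.

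The authors mapped the reads to sacCer3 with BMap and summarized them with in-house pipelines. The methods do not state versions, read filters or the handling of duplicates. For each library the authors deposited a read count (the coverage) per cytosine, without normalization, and a methylation level per cytosine, as a fraction from 0 to 1. The deposited count and fraction list the same cytosines, and their product was a whole number at every cytosine to the rounding of the fractions, so methylated reads were recovered from them. All listed cytosines had at least 5 reads, so cytosines with fewer reads are outside every value. Each listed cytosine was checked against the R64 reference genome, where all CCMT cytosines stood in CC and all GCMT cytosines in GC. The methods mention no molecular identifiers and do not state whether the libraries were amplified by PCR. Reads may thus include copies of the same molecule, and intervals from read counts cover counting error only.

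The main values are means of the levels of single cytosines with at least 5 reads on the 16 nuclear chromosomes. The CCMT library had 28485123 reads summed over its nuclear cytosines, of which 2713976 were methylated, and the GCMT library 10967078, of which 1141007 were methylated. The lower depth of the GCMT library makes its single-cytosine levels less precise.

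Correlations between the libraries were computed over 10-bp bins with at least 1 listed cytosine in each, and at the GCC cytosines with at least 10 reads in both. Profiles were aggregated from −500 to 500 bp of the first base of the initiation codon of the 6002 nuclear protein-coding genes of the R64 annotation, and of consensus matches for Abf1 and Reb1, and smoothed with a 21-bp running mean. The promoter region was set from −250 to −100 bp and the gene body from 100 to 500 bp. The gene body was not cut at the stop codon, so in genes shorter than 500 bp it includes DNA after the coding sequence. Periods from 120 to 220 bp were compared by least squares. Windows of 50 bp with at least 10 reads in both libraries were ranked by pooled level. Because there was 1 library per enzyme, no p-value is given for a difference between the enzymes or over genes, bins or cytosines, and intervals of such a difference describe these libraries. Instead, 95% intervals come from 1000 bootstrap draws of genes or motif matches or from exact binomial intervals, and chance levels come from 100 circular shifts along the chromosomes. The bootstrap interval of a correlation between profiles can lie below the value itself, because resampling adds noise to both profiles. The rule that a value moved if it changed by more than the half-width of its interval was chosen after this had been seen, in place of lying outside the interval.

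The genes named in the text are the 11 whose labels could be read in full in Fig. 5B, and the 5 protein-coding genes with the highest promoter level by the smaller of their percentile ranks in the 2 libraries, among genes with at least 5 cytosines of the promoter region in each. This rule, the computations for the results at the claims and the alternatives were set before the data were examined, except for an alternative that leaves out cytosines with a level of 0. The tests of the additional observations were chosen after a first look at the data. The alternatives were a coverage minimum of 10, leaving out the GCC cytosines, thinning the CCMT reads at random to the mean coverage of the GCMT library, pooled reads in place of means of levels, other bin and window sizes, other thresholds for windows, subsets of genes and motif matches, another trend and range for the period, and at least 10 cytosines per region.

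The functions for profiles, periods, bins and windows were tested on simulated libraries with the real positions and coverage. A simulated period of 175 bp in 6002 genes was recovered as 175 bp in both libraries, and a simulated peak at −180 bp as −185 bp for CCMT and −184 bp for GCMT. Without any simulated effect, the amplitude of the fitted wave was 0.032 points for CCMT and 0.054 for GCMT, and the correlation of 10-bp bins was 0.001. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. ATAC-Seq, MNase-Seq, human, bacterial and phage data were not analysed here.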

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

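The signals in this part were noticed in a first look at the same data, and the tests were chosen after that look. The test of an even addition of unconverted cytosines was chosen after its own values had been seen. The paper does not report on any of these regions. No untreated library was analysed here, so none of them was compared with a control, and no biological explanation was tested by the design, which varies only the enzyme.

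Mitochondrial DNA had a mean level of 36.1% over 3929 CC cytosines with CCMT and of 40.2% over 1629 GC cytosines with GCMT, compared with 9.71% and 10.1% on the nuclear chromosomes. The sequence contexts of the mitochondrial cytosines do not account for this, since nuclear cytosines given the same mix of contexts reached at most 10.4%. Cytosines left unconverted by bisulfite were weighed next. Over the 16 contexts of each enzyme, the levels on mitochondrial DNA followed those in nuclear gene bodies, with a Spearman's rho of 0.688 with CCMT and 0.879 with GCMT, which argues against failed conversion that ignores context. An even addition to every context would keep this order, but it would not widen the range between contexts, which was 32.1 points with CCMT and 38.7 points with GCMT against 7.88 and 9.35 points in gene bodies, at least 4.07 times wider. A failure of conversion that itself follows the contexts of each enzyme was not tested. Greater accessibility of mitochondrial DNA to both enzymes is an open hypothesis, which was not tested.

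Genes for tRNA on the nuclear chromosomes (275 genes) had a mean level of 22.2% with CCMT and 33.8% with GCMT, and 270 of 273 genes with at least 3 listed cytosines lay above the nuclear mean with CCMT and 260 of 261 with GCMT. Of these genes, 242 have a sequence that occurs more than once in the genome, and how the mapping placed reads between copies was not tested. The 33 genes whose sequence occurs once in the genome had 19.7% with CCMT and 32.8% with GCMT, so shared reads are not the whole source. The contexts of the cytosines in all 275 genes accounted for at most 11.4%. Differences in transcription or in bound factors remain open and could not be tested here.

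After the stop codons of convergent genes, whose downstream neighbour ends there too, the level from 1 to 200 bp was 10.1% with CCMT and 9.79% with GCMT, against 8.48% and 8.28% from −400 to −100 bp before the stop codon. The differences were 1.64 points (95% bootstrap interval over genes, 1.43 to 1.85) and 1.502 points (1.24 to 1.79). Since the neighbouring protein-coding gene also ends there, its promoter is not the whole cause. After the stop codons of the other 2918 genes, the difference was 7.27 points with CCMT and 7.44 with GCMT. Promoters of transcripts outside the annotation and the base composition of these regions were not tested.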

How the results depend on the processing

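All alternatives were planned except the one that leaves out cytosines with a level of 0, which was chosen after seeing the data. No value changed its sign. Of 75 alternative values of the 18 results on means, correlations, profiles, periods, windows and shares of genes, 45 moved by no more than the spread taken for that result and 30 moved further. With no replicates, this spread was the exact binomial interval for means and shares, the bootstrap interval over genes or motif matches for profiles and periods (in each case its half-width), or 1 SD over the 16 chromosomes for bins, GCC cytosines and windows. Where no cause is named below, the cause was not tested. No paired analysis was possible because each enzyme has 1 library. The planned coverage minimum of 1 gave no values of its own, since no cytosine with fewer than 5 reads is listed. The GCC correlation has no value without GCC cytosines, and a minimum of 10 reads is already part of it.

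The counting interval of the mean levels is so narrow that every alternative moved the mean by more than its half-width. The CCMT mean was 9.69% with a coverage minimum of 10, 10.3% without GCC cytosines, 9.66% after thinning, 9.53% from pooled reads, 9.82% over all sequences and 11.1% without cytosines at level 0. The GCMT mean was 10.3% with a coverage minimum of 10, 9.95% without GCC cytosines, 10.4% from pooled reads, 10.1% over all sequences and 16.5% without cytosines at level 0. More cytosines were left out with GCMT, where 38.8% of the nuclear cytosines were at level 0 against 12.7% with CCMT, and whether depth causes this share was not tested. The order of the libraries reversed without GCC cytosines, where the CCMT mean was the higher.

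The bin correlation between the libraries was 0.575 with 50-bp bins, 0.677 with 150-bp bins and 0.399 after thinning. Thinning also lowered the correlation between strands of the CCMT library to 0.341, close to the 0.331 of the GCMT library. It lowered that at GCC cytosines to 0.383, so the single-bin and single-cytosine correlations fall with less depth. A coverage minimum of 10 raised the correlation between strands of the GCMT library to 0.386. It did not raise the bin correlation between the libraries, which was 0.487 against 0.489. The correlation of the profiles at initiation codons was 0.995 with a coverage minimum of 10 and 0.967 from 50 to 500 bp only, and that at Reb1 motifs was 0.980 without GCC cytosines.

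The promoter region minus the gene body was 11.3 points for CCMT without GCC cytosines and 10.7 points for GCMT without cytosines at level 0. The CCMT period was 165 bp with a linear trend. Shared windows were 10.3 times the shifted mean without GCC cytosines, 17.4 times in the top 2%, 6.05 times in the top 10% and 12.6 times with 100-bp windows. The number of shared windows was 1289 in the top 2% and 11319 in the top 10%, against 5299. These were 34.6% and 60.7% of the windows called with CCMT, against 56.8%. The share of genes with the promoter region above the gene body was 84.7% for CCMT after thinning, and 87.7% for CCMT and 88.9% for GCMT with at least 10 cytosines per region.

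Of 90 values for the promoters of single genes, mitochondrial DNA and tRNA genes under the coverage minimum of 10, without GCC cytosines and after thinning, 12 moved by more than the half-width of their exact binomial interval.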

Differences from the paper's values

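Table S2 of the paper lists the CCMT library under another GEO sample than the one analysed here, and whether it is the CCMT library of the figures is not settled. The level from 100 to 500 bp downstream of the initiation codon was 8.59% with CCMT, and the paper's profile shows about 15% in Fig. 5C, read by eye. None of the alternatives set before the data were examined closed this gap, and leaving out cytosines at level 0, chosen after seeing the values, gave 9.84%. With GCMT the level was 8.80%, and the paper's profile shows about 16% in Fig. 5D, read by eye. None of the alternatives set before the data were examined closed this gap, whereas leaving out cytosines at level 0, chosen after seeing the values, gave 15.1%.

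The highest level around Abf1 sites was 20.0% with CCMT over all consensus matches, against about 41% in the paper's Fig. S8A, read by eye. It was 26.4% over matches outside coding sequences, and no alternative closed the gap.

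In the paper's figures the profile at initiation codons peaks higher with CCMT than with GCMT, whereas here the peak was 21.6% with CCMT and 23.0% with GCMT. Of the alternatives, none gave a higher peak with CCMT, and without GCC cytosines both were at 22.9%. The paper's Fig. S8A likewise shows higher maxima with CCMT than with GCMT at both factors, and higher maxima at Abf1 than at Reb1. Here the maxima were 20.0% with CCMT and 24.1% with GCMT at Abf1, and 27.1% and 31.1% at Reb1. Both orders were the same over the matches outside coding sequences, with 26.4% and 31.5% at Abf1 and 32.0% and 35.7% at Reb1. The paper's profiles in Fig. 5C and D show a narrow rise at the initiation codon itself. Here no CC cytosine lies on its bases, since the sequence ATG allows none. The GC cytosines on them had 6.79%, against 8.65% from 11 to 30 bp downstream. Of these 732 cytosines, 731 lie opposite the G of ATG and so stand in GCAT, which had 5.08% in gene bodies with GCMT. The values at and after the codon thus compare different contexts and cannot decide whether there is a rise.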

Other observations

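The patterns below were noticed in a first look at the same data, and the tests were chosen after that look. The test of the relative amplitude was chosen after its own values had been seen, and the interval for replication origins was added after the differences had been seen. No design variable other than the enzyme bears on them, so no biological explanation was tested.

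The level depended on the bases around the target cytosine. Over the 16 contexts of CC with 1 base on either side, the level within gene bodies ranged from 4.31% in GCCC to 12.2% in CCCG with CCMT, and over the 16 contexts of GC with the next 2 bases from 3.79% in GCAA to 13.1% in GCTC with GCMT. Contexts placed unevenly between promoters and gene bodies cannot be the whole source, because within gene bodies the highest context still had at least 2.83 times the level of the lowest. In nuclei, the level on all nuclear chromosomes with C as the third base was 7.82% in ACCC, 9.08% in TCCC, 5.45% in GCCC and 11.7% in CCCC, against 9.48%, 11.1%, 8.23% and 12.5% with A in its place. With T it was 7.85%, 9.23%, 6.62% and 11.5%, and with G 10.2%, 13.1%, 9.02% and 15.3%, so the level with C was below that with T by more than 1 point only after G.

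The wave downstream of initiation codons had a larger amplitude with CCMT than with GCMT. Depth is not the whole cause, since the CCMT amplitude was 1.00 points after thinning its reads, above the GCMT interval of 0.515 to 0.690. At the GCC cytosines, which both enzymes target, the amplitudes were 0.664 and 0.594 points and their difference of 0.0696 points had a bootstrap interval from −0.0951 to 0.224. The difference in percentage points may therefore come from the cytosines that each enzyme reads. The mean level of these cytosines was lower with CCMT, however, and relative to that mean the amplitude was 10.1% with CCMT and 6.30% with GCMT, a difference of 3.75 percent of the mean (1.88 to 5.62), so the cytosines read do not account for the relative amplitude.

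Genes for tRNA had a higher level with GCMT than with CCMT by more than other DNA. At the 753 GCC cytosines in tRNA genes, GCMT had 1.83 times the level of CCMT (bootstrap interval over genes, 1.74 to 1.92), compared with 1.42 times at GCC cytosines elsewhere, which argues against the reading of different cytosines as the whole cause. The ratio elsewhere was 1.47 after re-weighting to the base that follows GCC in tRNA genes, so that base is not the whole cause. Whether the ratio rises with accessibility stays open. It was 1.43 from −250 to −100 bp of initiation codons, where the level of GCC cytosines with CCMT was 13.0%, but 1.64 on mitochondrial DNA, where that level was 23.0%, against 20.0% in tRNA genes. Longer sequence preferences of the enzymes and modes of access specific to these genes remain open.

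Other RNA genes, which fall outside the rule for named genes and were picked by their annotated type after the first look, with *SNR52* added by name, differed among themselves. The genes for the RNA of RNase P (*RPR1*), of the signal recognition particle (*SCR1*) and for U6 RNA (*SNR6*) had 27.6%, 29.7% and 24.4% with CCMT and 35.1%, 30.5% and 21.7% with GCMT. The gene for the RNA of RNase MRP (*NME1*) had 7.34% and 6.29%, *LSR1* 10.3% and 10.4%, *SNR19* 5.84% and 8.34%, *SNR14* 8.96% and 5.17%, and *TLC1* 6.95% and 9.40%. The overlapping annotations *SNR7-L* and *SNR7-S* had 4.77% and 5.15% with CCMT and 9.53% and 10.2% with GCMT. *SNR52*, with 3 CC and 4 GC cytosines, had 4.09% and 29.1%. *SNR6* and *SNR14* rest on 9 and 15 CC cytosines and on 6 and 8 GC cytosines.

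The depth of mitochondrial DNA relative to the nuclear chromosomes differed between the libraries. The median coverage of mitochondrial cytosines was 43 reads with CCMT, 1.39 times the nuclear median, and 145 reads with GCMT, 11.2 times the nuclear median. At the 461 mitochondrial GCC cytosines listed in both libraries, the relative depths still differed 8.51-fold, so CC and GC cytosines in differently covered parts of mitochondrial DNA are not the cause. Different preparations of nuclei and sequence bias of the libraries were not tested.

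Replication origins (352 annotated) had a mean level of 14.3% with CCMT and 15.4% with GCMT, above the nuclear means. Cytosines of origins outside genes differed from other cytosines outside genes by 0.559 points with CCMT (bootstrap interval over origins, −0.346 to 1.58) and by 0.861 points with GCMT (−0.167 to 1.87), so the position of origins between genes could account for their level.

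Within the consensus matches outside coding sequences, cytosines inside the Abf1 motif had 14.5% with CCMT and 18.9% with GCMT, against 20.7% and 22.6% from 30 to 100 bp away. Cytosines inside the Reb1 motif had 31.0% and 27.7%, against 22.0% and 22.4%. The motifs restrict the contexts of their cytosines, and the contexts were not matched to those of the flanks. In TTACCCG the CC cytosines stand in ACCC or CCCG, which had 7.82% and 15.3% with CCMT on all nuclear chromosomes. The 127 GC cytosines of this motif stand in GCGG, which had 7.79% with GCMT. No explanation was tested.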
